# RNA-seq analysis of the kidneys of broiler chickens fed diets containing different concentrations of calcium

**DOI:** 10.1038/s41598-017-11379-7

**Published:** 2017-09-18

**Authors:** Woncheoul Park, Deivendran Rengaraj, Dong-Yong Kil, Heebal Kim, Hak-Kyo Lee, Ki-Duk Song

## Abstract

Calcium (Ca) is required for normal growth and is involved in cellular physiology, signal transduction, and bone mineralization. In humans, inadequate Ca intake causes hypocalcaemia, and excessive Ca intake causes hypercalcemia. In chicken, Ca is also required for body weight gain and eggshell formation. However, transcriptomic responses to low/high Ca intake, and mechanisms affecting body weight have not been explored. In this study, we performed comparative RNA sequencing (RNA-seq) using the kidney of broiler chickens fed diets containing 0.8, 1.0, and 1.2% Ca. Annotation of RNA-seq data revealed a significant number of differentially expressed genes (DEGs) in the kidney via pairwise comparison using Cufflinks and edgeR. Using edgeR, we identified 12 DEGs; seven overlapped with those found by cufflinks. Seven DEGs were validated by real-time quantitative-PCR (qRT-PCR) in Ca-supplemented kidneys, and the results correlated with the RNA-seq data. DEGs identified by cufflinks/edgeR were subjected to pathway enrichment, protein/protein interaction, and co-occurrence analyses to determine their involvement in disease. The National Research Council (NRC) recommended Ca intake for 21-day post-hatch broilers is about 1.0%. Our findings suggest that higher-than-recommended Ca intake (1.2%) could reduce body weight gain in broilers, and that affected DEGs are related to stress-induced diseases, such as hypertension.

## Introduction

Calcium (Ca) is an essential mineral required for normal cellular physiology and signal transduction in organisms. It is mainly used for the mineralization of the endoskeleton in higher vertebrates and the exoskeleton in invertebrates. In the human body, 98% of Ca is stored in the skeleton, and only 2% is released into the extracellular fluids as calcium ions (Ca^2+^). Ca^2+^ are transported through the bloodstream either as free ions or bound with carrier proteins to the functional site. Ca is required for the formation of bone and teeth in vertebrates, shell in invertebrates, and eggshell in hard egg-laying species. Ca is involved in a wide spectrum of functions, and acts as a secondary messenger for neuromuscular signalling, contraction of the heart and muscles, hormone secretion, and as a cofactor for blood coagulation. Studies have reported that Ca has a direct effect on membrane-spanning Ca receptors, which are coupled through G proteins to intracellular signalling, and this receptor has been detected in several tissues including the parathyroid gland, kidney, brain, bone marrow, and breast^1–5^. Hypocalcaemia and hypercalcaemia are the clinical terms linked to abnormal Ca concentration in the blood. Hypocalcaemia occurs when Ca loss exceeds normal levels, in two stages: mild hypocalcaemia and severe hypocalcaemia. Hypercalcaemia occurs when Ca gain exceeds normal levels, and occurs in three stages; mild hypercalcaemia, moderate hypercalcaemia, and severe hypercalcaemia^6,7^. The symptoms of severe hypocalcaemia are associated with the loss/weakness of muscle and nerve function, milk fever in cows, and tetany in lactating cows, pigs, and dogs. In addition, lower intake of Ca is related to both hypertension and preeclampsia^8,9^, and hypercalcaemia is related to hypertension^10^. Two hormones—parathormone and calcitonin—tightly regulate Ca homeostasis. In addition, acute hypocalcaemia can lead to hypotension in experimental animals through increased vascular resistance, although the specific mechanisms involved have not been elucidated^11^. Parathormone secreted from parathyroid gland increases the blood Ca level through resorption of Ca from bone, absorption of Ca in the intestine, and reabsorption of Ca in the kidney. In contrary, calcitonin secreted from the thyroid gland reduces the blood Ca level by inhibiting the Ca resorption from bone, and inhibiting the absorption/reabsorption of Ca in the intestine/kidney^6^.

In the case of chicken, the National Research Council (NRC) recommendations state that the Ca requirement varies by age and breed. The Ca requirement for 0–3-, 3–6-, and 6–8-week-old broiler chickens is 1.0, 0.9, and 0.8%, respectively^12^. Studies have reported that the Ca requirement is 1.5% for grower chicks, but that 0.9% leads to reduced phytate digestion^13^. In addition, more than 2% of Ca intake leads to a decrease in feed intake and weight gain, and an increase in the mortality rate^14^. Ca in broiler diet is essential for strengthening the bones of the animals and for increasing productivity. Therefore, accurate estimation of Ca requirements is important to maximize broiler productivity. The current NRC recommendations of Ca for optimal growth and bone formation in broiler chickens during the 21-day post-hatch period is 1.0%^12^. However, a few studies have suggested that decreasing the Ca level in diets may improve the growth performance of broiler chickens^15,16^. This beneficial effect is associated with increased inherent phosphorus (P) utilization through the reduction of Ca phosphate formation in the intestinal tract^17^, and decreased pH of the intestinal tract, which favours digestive enzyme activity through a reduction of buffering capacity^18^. In addition, higher Ca intake may induce kidney malfunction, because poultry have a limited capacity to handle high Ca loads in the blood^19^. Furthermore, 2% Ca in the diet of 7-day-old broiler leads to hypophosphatemia and decreases the growth rate^20^.

The kidney is one of the most important organs involved in Ca homeostasis, and several genes expressed in the kidney might support this function. However, there is no information regarding the genome-wide analysis of the chicken kidney in response to Ca supplementation. In this study, we performed RNA sequencing (RNA-seq) using the kidney of broiler chickens fed diets containing three different concentrations of Ca (0.8, 1.0, and 1.2%). Quality screening and annotation of the RNA-seq reads revealed several differentially expressed genes (DEGs) in the kidney samples between 0.8 and 1.0% Ca intake, 0.8 and 1.2% Ca intake, and 1.0 and 1.2% Ca intake, and the expression of seven candidate genes was analyzed by quantitative real-time PCR (qRT-PCR). Furthermore, pathway analysis, interaction analysis, and co-occurrence analysis, identified DEGs related to reduced weight gain, and identified that oxidative stress, such as hypertension, is associated with the reduced weight gain.

## Results

### Growth performance of chickens after Ca intake

At the end of the experiment (21-days post-hatch), chickens fed diets containing 0.8% Ca showed the greatest performance for initial body weight (BW), body weight gain (BWG), feed intake (FI), and feed efficiency (FE) (P < 0.01) followed by the chickens fed diets containing 1.0% Ca (P value < 0.01). Among the treatments, chickens fed diets containing 1.2% Ca had the worst performance for BW, BWG, FI, and FE (P value < 0.01) (Table 1).

**Table 1:** Effects of dietary Ca concentration on the growth performance of broiler chickens during the 21-day post-hatch period.

Items	Dietary Ca concentration			SEM	P-value
	0.8% Ca	1.0% Ca	1.2% Ca		
Initial body weight, g	39	39	39		
21-day body weight, g	923^c^	855^b^	737^a^	18.4	<0.01
Body weight gain, g/21day	884^c^	815^b^	697^a^	18.4	<0.01
Feed intake, g/21day	1,201^c^	1,125^b^	1,036^a^	25.1	<0.01
^1^Feed efficiency, g/kg	736^b^	725^b^	673^a^	7.2	<0.01

^a,b,c^Means with different superscript letters differ at P < 0.05.

^1^Feed efficiency was calculated by dividing the body weight gain (g) by feed intake (kg).

### Quality of RNA-seq reads of the kidney of chickens after Ca intake

We acquired RNA-seq reads from the kidney of chickens fed diets containing 0.8, 1.0, and 1.2% Ca, which were then deposited in the NCBI Gene Expression Omnibus (Acc. No. GSE89544). 

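Kidney RNA from 10 broiler chickens was sequenced at 21 days post-hatch, with 1 library per bird. There were 3 birds at 0.8% Ca, 4 birds at 1.0% Ca and 3 birds at 1.2% Ca, and the birds at 0.8% Ca carry the replicate numbers 1, 3 and 4. RNA-seq counts how many sequenced fragments of a tissue's RNA come from each gene. The authors trimmed the read pairs, aligned them to Galgal4 with HISAT2 2.0.4 and counted fragments per Ensembl gene over annotated exons with featureCounts 1.5.0-p3. The values are whole counts for 17108 genes, before any normalization. The counting command set no strand option, and fragments that overlap several genes are left out by its default. The sample labels name a stranded library kit, whereas the kit named in the methods is not described as stranded. Counted fragments per library ranged from 6176553 to 7080210 (median 6659854) at 0.8% Ca. The range was 6214978 to 7461321 (median 6886801) at 1.0% Ca and 6923832 to 7857813 (median 7452039) at 1.2% Ca. Table 2 places the 3 libraries at 1.2% Ca and replicates 1 and 2 at 1.0% Ca in lane 1, and the other 5 libraries in lane 2, whereas the methods describe a single lane. Lane and Ca intake can therefore be separated only through the libraries at 1.0% Ca. Genes with too few counts were removed with the filterByExpr function of edgeR, which left 12187 genes. Counts were scaled by TMM and are given as CPM. The slope of expression on the Ca concentration and the differences between pairs of groups were tested with the quasi-likelihood test of edgeR, and the likelihood ratio test, which the paper used for the slope, was run beside it. Thresholds were an adjusted p under 0.1 for the slope and under 0.05 for pairs of groups. Gene names were taken from Tables 3, S1 and S2, since 0 of the 17108 identifiers were found in a gene table of a later assembly, and genes without a name there are given by identifier.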

The quality report for RNA-seq revealed that more than 94% of reads had an average sequencing quality score exceeding Q30. The average number of sequence reads was 10.6, 11.1, and 11.7 million in the 0.8, 1.0, and 1.2% Ca intake groups, respectively. 

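Each read pair was counted once in these numbers, which are the paper's and come from Table 2. They ranged from 10037270 to 11195529 read pairs over 3 birds at 0.8% Ca, from 9924299 to 11894043 over 4 birds at 1.0% Ca and from 11117371 to 12396926 over 3 birds at 1.2% Ca. Between 14124 and 14379 of the genes had at least 1 count in a library. The 10 most abundant genes of a library held 6.30% to 7.84% of its counts.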

On average, >97% sequence reads passed the trimming process using the Trimmomatic tool. In addition, most alignment rates for the three different Ca concentrations exceeded 95%, which were mapped successfully to the chicken reference genome (*Galgal4*) using Hisat2. 

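By the paper's Table 2, the alignment rate was 92.96% in replicate 3 at 1.0% Ca and 94.77% in replicate 1 at 0.8% Ca, and lay between 95.12% and 95.62% in the other libraries. Of the trimmed read pairs, 64.65 ± 1.11% (SD, n = 3) were assigned to genes at 0.8% Ca, 63.79 ± 1.61% (SD, n = 4) at 1.0% Ca and 64.97 ± 0.739% (SD, n = 3) at 1.2% Ca. Replicate 3 at 1.0% Ca, the library with the lowest alignment rate, also had the lowest share of assigned pairs, 61.4%.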

The numbers of total sequence reads, read order, index, yield, and mapping rates for each sample are shown in Table 2. Furthermore, we used several plotting methods, such as dispersion, fpkmSCV, pairwise scatter, multi-dimensional scaling (MDS), and principal component analysis (PCA) to evaluate, cluster, and explore the quality of RNA-seq data, and the relationships between our kidney samples from animals with different Ca intake (Fig. 1).

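The kidney libraries did not separate by Ca intake in MDS of the 500 genes that differ most between each pair of libraries. On axis 1, which held 31.5% of the variance, replicate 1 at 0.8% Ca lay at -1.47 and replicate 1 at 1.2% Ca at 1.15, with libraries of all 3 groups between them. Replicates 1 and 3 at 1.0% Ca lay at -0.80 and -0.85, on the side of replicate 1 at 0.8% Ca. Axis 2 held 14.6% of the variance. The Pearson correlation of log2 CPM across genes had a median of 0.9664 over 12 pairs of birds on the same diet and of 0.9695 over 33 pairs on different diets (genes are not independent replicates). The lowest correlation was 0.9314, between replicate 1 at 0.8% Ca and replicate 1 at 1.2% Ca, and the highest was 0.977, between replicate 3 at 0.8% Ca and replicate 3 at 1.2% Ca. The common biological coefficient of variation estimated by edgeR was 0.199.

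**Figure D1:**
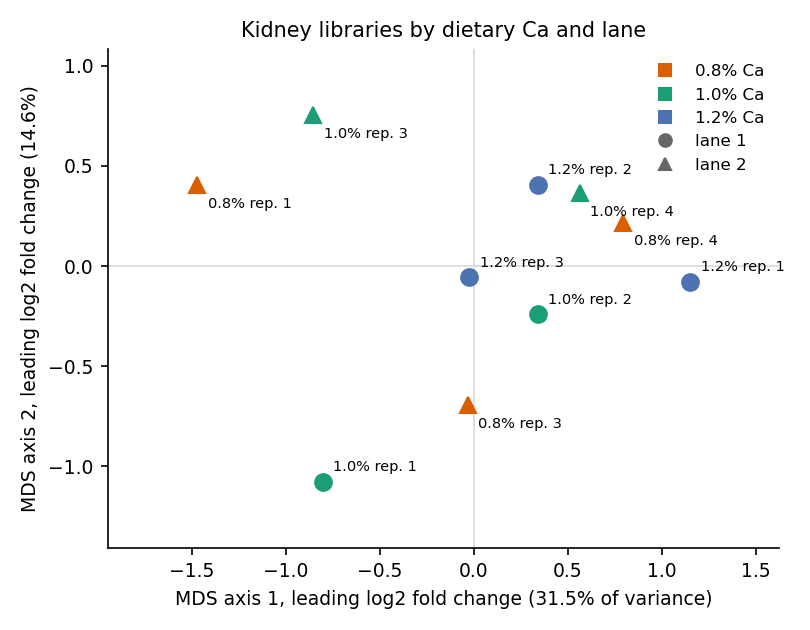
MDS of the 10 kidney libraries, with the leading log2 fold change on both axes, Ca intake shown by colour, and lane 1 and lane 2 shown by circles and triangles. Replicate 1 at 0.8% Ca lies at -1.47 and replicate 1 at 1.2% Ca at 1.15 on axis 1, and the groups overlap.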

**Table 2:** RNA-seq reads and mapping rate of kidney samples from ten chickens fed diets containing different Ca concentrations.

Lane	Sample ID	Read Order	Index	Yield (bases)	# Reads	% of > = Q30 Bases (PF)	Passed-Trimmomatic	Overall alignment rate
1	H_1_Kidney	1	CGATGT	1,183,345,896	11,716,296	94.15	11386200 (97.18%)	95.62%
1	H_1_Kidney	2	CGATGT	1,183,345,896	11,716,296	94.29		
1	M_1_Kidney	1	CCGTCC	1,002,354,199	9,924,299	93.77	9646488 (97.20%)	95.38%
1	M_1_Kidney	2	CCGTCC	1,002,354,199	9,924,299	94.26		
1	H_3_Kidney	1	ATGTCA	1,252,089,526	12,396,926	94.04	12026744 (97.01%)	95.29%
1	H_3_Kidney	2	ATGTCA	1,252,089,526	12,396,926	93.54		
1	M_2_Kidney	1	GTGAAA	1,131,942,148	11,207,348	94.10	10897037 (97.23%)	95.38%
1	M_2_Kidney	2	GTGAAA	1,131,942,148	11,207,348	94.41		
1	H_2_Kidney	1	CTTGTA	1,122,854,471	11,117,371	94.12	10798873 (97.14%)	95.49%
1	H_2_Kidney	2	CTTGTA	1,122,854,471	11,117,371	94.71		
2	L_1_Kidney	1	TAGCTT	1,013,764,270	10,037,270	94.19	9745171 (97.09%)	94.77%
2	L_1_Kidney	2	TAGCTT	1,013,764,270	10,037,270	94.57		
2	M_3_Kidney	1	TTAGGC	1,134,667,835	11,234,335	94.16	10917675 (97.18%)	92.96%
2	M_3_Kidney	2	TTAGGC	1,134,667,835	11,234,335	94.48		
2	L_4_Kidney	1	ATTCCT	1,130,748,429	11,195,529	94.25	10873936 (97.13%)	95.16%
2	L_4_Kidney	2	ATTCCT	1,130,748,429	11,195,529	94.87		
2	M_4_Kidney	1	GATCAG	1,201,298,343	11,894,043	94.29	11578895 (97.35%)	95.45%
2	M_4_Kidney	2	GATCAG	1,201,298,343	11,894,043	94.59		
2	L_3_Kidney	1	CGTACG	1,057,737,650	10,472,650	94.21	10173845 (97.15%)	95.12%
2	L_3_Kidney	2	CGTACG	1,057,737,650	10,472,650	94.03

**Figure 1:**
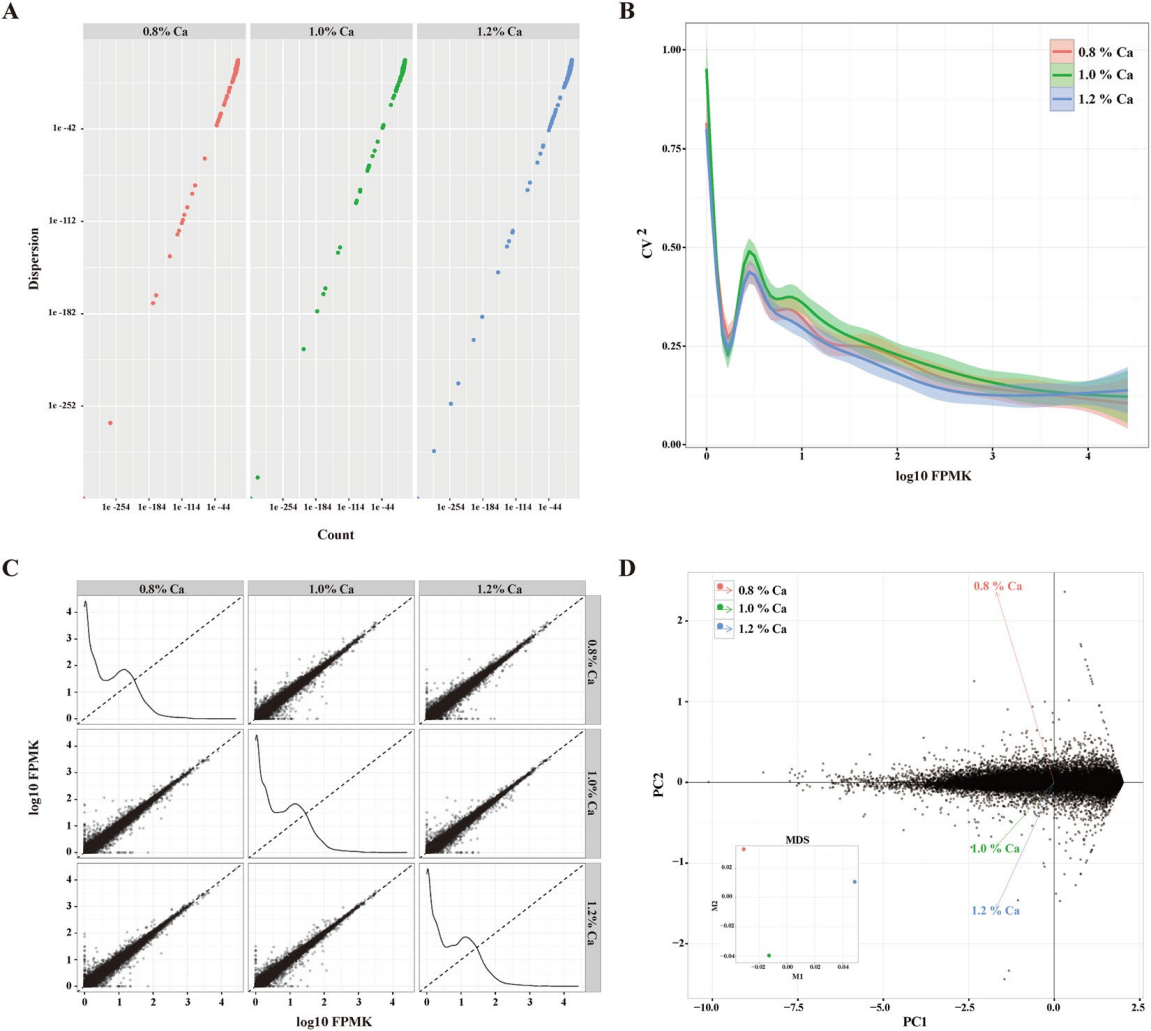
Comparative analysis of RNA-seq data from the kidney of broiler chickens fed diets containing 0.8, 1.0, and 1.2% Ca (three samples each). (**A**) Count versus dispersion plot by condition for all genes. (**B**) The squared coefficient of variation allows the visualization of cross-replicate variability between conditions, and can be a useful metric for determining data quality at the gene level. (**C**) Scatterplots to identify global changes and trends in gene expression between pairs of conditions. (**D**) PCA and MDS plots for gene-level features.

### DEGs in the kidney of chickens after Ca intake

After mapping the RNA-seq data to the chicken genome, we identified DEGs between the kidney samples of chicken fed diets containing 0.8, 1.0, and 1.2% Ca using two programs, cuffdiff and edgeR. First, we performed the DEG analysis between the treatment samples as follows: 0.8 and 1.0, 0.8 and 1.2, and 1.0 and 1.2% Ca using cuffdiff within cufflinks (FDR < 0.05). Thus, the numbers of DEGs between the treatment samples 0.8 and 1.0% Ca were 128 (72 upregulated, 47 downregulated, and nine infinite value). 

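Kidneys at 1.0% Ca had less of the transcript of PGC (ENSGALG00000028489), the precursor of the protease gastricsin, than kidneys at 0.8% Ca. PGC was at 23.96 ± 7.06 CPM (SD, n = 3) at 0.8% Ca and 9.32 ± 1.38 CPM (SD, n = 4) at 1.0% Ca. This is a log2 fold change of -1.36 (standard error 0.209, adjusted p = 0.188 from the quasi-likelihood test and 0.000221 from the likelihood ratio test). FAM43A was also lower, at 42.5 ± 4.06 CPM (SD, n = 3) and 25.5 ± 3.00 CPM (SD, n = 4), with a log2 fold change of -0.74 (adjusted p = 0.199 and 0.00262 from the same tests). Enpp2, which encodes autotaxin, the enzyme that makes lysophosphatidic acid, was higher, at 107.1 ± 24.3 CPM (SD, n = 3) and 197.4 ± 22.7 CPM (SD, n = 4), with a log2 fold change of 0.88 (adjusted p = 0.327 and 0.0401). PPDPF had a log2 fold change of -0.77 (adjusted p = 0.324 and 0.0351). The gene with the smallest p, ENSGALG00000027902, had a log2 fold change of -0.77 (adjusted p = 0.0973 and 2.05e-05). These genes were singled out because they passed the likelihood ratio test. Reelin (RELN), a glycoprotein of the extracellular matrix, was at 93.7 ± 31.2 CPM (SD, n = 3) and 189.2 ± 18.7 CPM (SD, n = 4), with a log2 fold change of 1.01 (adjusted p = 0.474 from the quasi-likelihood test). Ex-FABP, a secreted lipocalin, was at 811.5 ± 350 CPM (SD, n = 3) and 287.8 ± 70.1 CPM (SD, n = 4), with a log2 fold change of -1.50 (adjusted p = 0.504 from the same test). Of the genes that cuffdiff called in Table S2 for these groups, 84 could be matched and tested, of which 49 were higher and 35 lower at 1.0% Ca. The direction was that of the paper for 83 of them. An unadjusted p under 0.05 was found for 33, and 9 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Over all genes, the quasi-likelihood test of edgeR called 0, with 1034 at an unadjusted p under 0.05 (322 higher and 712 lower at 1.0% Ca), where chance gives 609 on average. Here and in the comparisons below, genes vary together across the birds, so such a number can lie far from 609 without an effect of diet. Between the lanes within 1.0% Ca, where the diet is the same, it was 903. By the likelihood ratio test there were 22 calls (4 higher and 18 lower), and DESeq2 called 31 (7 higher and 24 lower) and limma-voom called 0. At least as many likelihood ratio calls came from 5 of 35 groupings of the libraries, the real one included, so chance cannot be excluded. In fits without 1 library, chosen after seeing the data, the likelihood ratio test called 3, 9 and 14 genes without replicates 1, 3 and 4 at 0.8% Ca, 3 without replicate 4 at 1.0% Ca, and 50 and 47 without replicates 1 and 3 at 1.2% Ca. PGC and ENSGALG00000027902 passed it in all 10 such fits, FAM43A in 7, PPDPF in 4 and Enpp2 in 3. The fits without a bird at 1.2% Ca leave the compared birds in place, and Enpp2 passed in those alone. Without replicate 2 at 1.2% Ca the quasi-likelihood test called 2 genes.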

The numbers of DEGs between treatment samples 0.8 and 1.2% Ca were 141 (82 upregulated, 45 downregulated, and 14 infinite value). 

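Kidneys at 1.2% Ca had less transcript of KLF2, ADAMTS8, AP3S2 and PGC and more of FABP4 than kidneys at 0.8% Ca, and each passed the likelihood ratio test. KLF2, a transcription factor of the endothelium, had a log2 fold change of -1.001 (standard error 0.216, adjusted p = 0.359 from the quasi-likelihood test and 0.0163 from the likelihood ratio test). ADAMTS8, a secreted metalloprotease, was at -0.86 on the same scale (standard error 0.156, adjusted p = 0.229 and 0.00456). AP3S2, a subunit of the AP-3 complex that sorts proteins to lysosomes, was at -0.75 (standard error 0.125, adjusted p = 0.173 and 0.00342). PGC was at -1.31 (standard error 0.227, adjusted p = 0.182 and 0.00342). FABP4, the fatty acid-binding protein of adipocytes, was at 3.89 (standard error 0.966, adjusted p = 0.423 and 0.0298). Of the genes of Table S2, PDK4, a kinase that inhibits pyruvate dehydrogenase, was at 72.5 ± 29.2 CPM (SD, n = 3) at 0.8% Ca and 27.6 ± 16.1 CPM (SD, n = 3) at 1.2% Ca, a log2 fold change of -1.39 (adjusted p = 0.463 from the quasi-likelihood test). APOLD1, an early response gene of the endothelium, was at 76.4 ± 50.8 CPM and 28.8 ± 18.3 CPM (SD, n = 3 each), a log2 fold change of -1.40 (adjusted p = 0.537), and of -0.75 without replicate 1 at 0.8% Ca. CMPK2, a mitochondrial nucleotide kinase induced by interferon, was at 100.2 ± 37.1 CPM and 259.9 ± 143 CPM (SD, n = 3 each), a log2 fold change of 1.37 (adjusted p = 0.555). In this comparison 98 genes of Table S2 could be matched and tested, 67 higher and 31 lower at 1.2% Ca, and 96 had the paper's direction. Of these 43 had an unadjusted p under 0.05 and 8 passed when adjusted over the list alone, which is not independent evidence because cuffdiff chose the list on the same birds. The quasi-likelihood test of edgeR called 0 genes over all tested, with 1075 at an unadjusted p under 0.05 (366 higher and 709 lower at 1.2% Ca). With the likelihood ratio test 19 were called (1 higher and 18 lower), with DESeq2 42 (3 higher and 39 lower) and with limma-voom 0. At least as many likelihood ratio calls came from 3 of 10 groupings of the libraries, the real one included, too few groupings to tell. Left out in turn after seeing the data, replicate 2 at 1.2% Ca ended all likelihood ratio calls (0 called, 625 at an unadjusted p under 0.05). The count was 2 without replicate 1 at 0.8% Ca, 35 without replicate 3 at 1.0% Ca and 88 without replicate 3 at 1.2% Ca. ADAMTS8 and PGC passed in 8 of the 10 such fits, AP3S2 in 7, KLF2 in 6 and FABP4 in 5. The fits without a bird at 1.0% Ca leave the compared birds in place. In the remaining fits KLF2 and FABP4 passed only without replicate 4 at 0.8% Ca or replicate 3 at 1.2% Ca.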

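Transferrin (TF, ENSGALG00000006453), the iron carrier of plasma and egg white, was higher in kidneys at 1.2% Ca than in those at 1.0% Ca. It lies on chromosome 9 of Galgal4 from 4096869 to 4107617, and was at 165.8 ± 26.5 CPM (SD, n = 4) at 1.0% Ca and 322.0 ± 19.2 CPM (SD, n = 3) at 1.2% Ca. The log2 fold change was 0.96 (standard error 0.124, adjusted p = 0.163 from the quasi-likelihood test and 3.68e-07 from the likelihood ratio test). Also called by the likelihood ratio test were ENSGALG00000000860, with a log2 fold change of 0.51 (adjusted p = 0.0278), and ENSGALG00000002080, with a log2 fold change of 0.79 (adjusted p = 0.0325). These 3 genes were singled out because they passed it. Rd, a gene of Table S2, was at 44.7 ± 32.0 CPM (SD, n = 4) and 10.7 ± 5.13 CPM (SD, n = 3), a log2 fold change of -2.06 (adjusted p = 0.961 from the quasi-likelihood test). Of the genes that cuffdiff called for 1.0 and 1.2% Ca in Table S2, 67 could be matched and tested, with 43 higher and 24 lower at 1.2% Ca, all with the paper's direction. Among these 41 had an unadjusted p under 0.05 and 15 passed when adjusted over the list alone, a list that the same libraries had chosen and that is not independent evidence. The quasi-likelihood test of edgeR called 0 genes over all tested, with 448 at an unadjusted p under 0.05 (281 higher and 167 lower at 1.2% Ca), where chance gives 609. Calls numbered 3 by the likelihood ratio test (3 higher and 0 lower), 3 by DESeq2 (3 higher and 0 lower) and 0 by limma-voom. At least as many likelihood ratio calls came from 22 of 35 groupings of the libraries, the real one included. TF passed the likelihood ratio test in all 10 fits without 1 library, which were chosen after seeing the data. The count of called genes was 1 without replicate 3 or 4 at 0.8% Ca, 10 without replicate 1 at 1.0% Ca, and 54, 5 and 6 without replicates 1, 2 and 3 at 1.2% Ca. The quasi-likelihood test called TF without replicate 3 at 1.0% Ca (adjusted p = 0.0282, range over the alternatives 2e-07 to 1), and 1 gene without replicate 2 at 1.2% Ca.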

The numbers of DEGs between treatment samples 1.0 and 1.2% Ca were 103 (58 upregulated, 39 downregulated, and six infinite value) (Table S2). In addition, the numbers of common DEGs between 0.8 and 1.0, 0.8 and 1.2, and 1.0 and 1.2% Ca were 25, 18, and eight, respectively. Moreover, dipeptidyl peptidase-like 6 (*DPP6*) was commonly found under all conditions of the pairwise comparisons. 

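PGC was lower than at 0.8% Ca in both other groups. It was among 7 genes that the likelihood ratio test called both at 1.0% Ca and at 1.2% Ca against 0.8% Ca, all of them in the same direction, with ENSGALG00000027902 and ENSGALG00000012229. In 20 sets of simulated counts without a difference between the groups, both comparisons shared 1 gene on average, since they share the birds at 0.8% Ca. The genes called between 1.0 and 1.2% Ca, TF among them, shared 0 genes with either of the other comparisons. No gene was called in all 3 comparisons (0 genes). The quasi-likelihood test left no calls to compare, so its genes at an unadjusted p under 0.05 were taken. Of these, 455 differed from 0.8% Ca in the same direction at 1.0% and at 1.2% Ca and 3 in opposite directions, against 143 and 0.45 in the simulated counts. The simulated genes varied independently of each other, without lane or bird effects shared by many genes. The simulated numbers are therefore no limit on what real libraries without a diet difference could share. The excess over them cannot be assigned to Ca intake. The comparisons that share the birds at 1.0% Ca had 9 genes in the same direction and 111 in opposite directions (3.4 and 106 simulated). Those that share the birds at 1.2% Ca had 118 and 4 (138 and 0.95 simulated). With the birds at 1.0% Ca split by lane, the step from 0.8% and the step to 1.2% Ca share no library. With lane 1 in the first step, 49 genes went in the same direction and 37 in opposite directions (26.7 and 25.6 if the steps were independent). Both steps then went from lane 2 to lane 1, so a lane difference alone would add genes in the same direction. With lane 2 in the first step, each step lay within a lane, and there were 61 and 29 (21.8 and 23.8 if independent). Both steps share 1 fit and its estimates of spread, so they are not independent, and the opposite directions also exceeded these numbers.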

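DPP6 (ENSGALG00000006314), a subunit of voltage-gated potassium channels that resembles dipeptidyl peptidases, was near 0 in some kidneys and well expressed in others. All 4 birds at 1.0% Ca expressed it, at 63.4, 59.3, 59.9 and 39.8 CPM. The 3 birds at 0.8% Ca were at 0.976, 2.69 and 1.96 CPM. At 1.2% Ca replicate 2 was at 39.2 CPM, and replicates 1 and 3 were at 1.21 and 0.639 CPM. The birds that expressed it were spread unevenly over the groups (two-sided Fisher's exact test, p = 0.0476), in a gene singled out for its difference. DPP6 lies on chromosome 2 of Galgal4 from 7411564 to 7635852. The genes on either side of it, ENSGALG00000006292 and ENSGALG00000006336, were at 27.2 to 34.9 CPM and 34.6 to 42.7 CPM in the 10 birds. The log2 fold change of DPP6 was 4.86 from 0.8 to 1.0% Ca (standard error 1.18, adjusted p = 0.362 from the quasi-likelihood test and 0.0401 from the likelihood ratio test). It was 2.83 from 0.8 to 1.2% Ca (standard error 1.24, adjusted p = 0.556 from the quasi-likelihood test). It was -2.04 from 1.0 to 1.2% Ca (standard error 0.927, adjusted p = 0.961 from the same test). The likelihood ratio call was kept in 3 of 10 fits without 1 library, those without a bird at 1.2% Ca. It was lost without any of the birds at 0.8 or 1.0% Ca, the groups compared. Without replicate 2 at 1.2% Ca, the quasi-likelihood test called DPP6 between 0.8 and 1.0% Ca (adjusted p = 0.00069, range over the alternatives 0.00069 to 0.827). The log2 fold change from 1.0 to 1.2% Ca was then -5.89 (adjusted p = 0.00136, range 0.00136 to 1), and that from 0.8 to 1.2% Ca turned to -1.03 (adjusted p = 0.744, range 0.257 to 0.917).

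**Figure D2:**
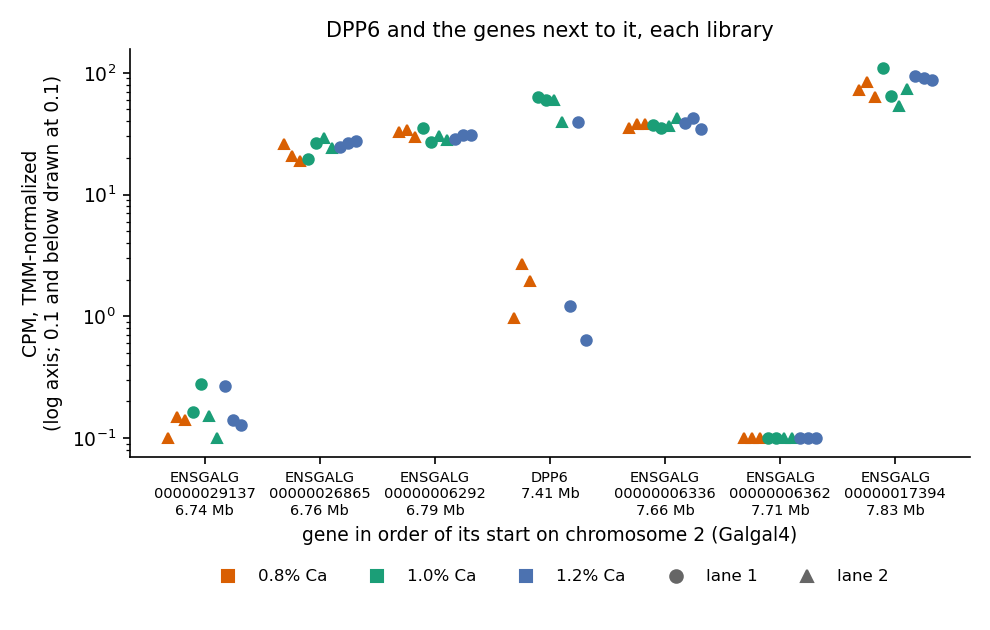
CPM (log axis, values of 0.1 and below drawn at 0.1) of DPP6 and the genes next to it on chromosome 2 of Galgal4, in order of their start, with 1 point per library, Ca intake shown by colour, and circles for lane 1 and triangles for lane 2. DPP6 is above 39 CPM in 5 birds and below 3 CPM in the other 5, and ENSGALG00000006336 lies between 34.6 and 42.7 CPM in all 10.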

The expression of significant DEGs in three pairwise comparisons of treatments follows four patterns (Fig. 2A–C). 

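Transferrin (TF) was lower at 1.0% Ca than at both other concentrations. Its level at 0.8% Ca was 227.8 ± 23.7 CPM (SD, n = 3), and its log2 value at 1.0% Ca departed from the mean of the groups at 0.8 and 1.2% Ca by -0.71 (standard error 0.108, adjusted p = 0.578 from the quasi-likelihood test and 0.000199 from the likelihood ratio test). SH3GLB2, an endophilin that bends membranes, was at 5.404 ± 4.65 CPM (SD, n = 3) at 0.8% Ca, 15.7 ± 12.0 CPM (SD, n = 4) at 1.0% Ca and 2.44 ± 0.953 CPM (SD, n = 3) at 1.2% Ca, a departure of 2.09 (adjusted p = 0.92 from the quasi-likelihood test). PGC departed by -0.70 (adjusted p = 0.92) and DPP6 by 3.45 (standard error 0.816, adjusted p = 0.908). The likelihood ratio test called 3 genes for this departure from a straight line, and besides TF these were ENSGALG00000011421 at 1.31 (adjusted p = 0.0179) and ENSGALG00000013993 at -0.96 (adjusted p = 0.0192), named because they passed it. The quasi-likelihood test of edgeR called 0, with 650 at an unadjusted p under 0.05 (223 higher and 427 lower at 1.0% Ca), where chance gives 609. DESeq2 called 8 (4 higher and 4 lower) and limma-voom 0. At least as many likelihood ratio calls came from 70 of 100 groupings of the libraries, the real one included. TF passed the likelihood ratio test in 10 of 10 fits without 1 library, chosen after seeing the data. The count was 1 without replicate 1 at 0.8% Ca, 6 without replicate 3 at 1.0% Ca, and 53, 5 and 9 without replicates 1, 2 and 3 at 1.2% Ca. Without replicate 2 at 1.2% Ca the quasi-likelihood test called DPP6, at a departure of 5.38 (adjusted p = 7.78e-05, range over the alternatives 7.78e-05 to 0.996).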

Second, we identified the DEGs from the association test as the likelihood ratio between three different Ca intakes and gene expression using GLM within edgeR (FDR < 0.1). Thus, 12 DEGs were identified (five upregulated and seven downregulated) (Table 3). Of these 12 DEGs, seven genes, including transmembrane protein 8 A (*TMEM8A*), progastricsin (*PGC*), hemopexin (*HPX*), nucleoporin 210 kDa (*NUP210*), Kruppel-Like factor 2 (*KLF2*), leukocyte cell derived chemotaxin 2 (*LECT2*), and galanin receptor 2 (*GAL2*) overlapped using cuffdiff (Fig. 2B and D, Table 3). 

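Expression rose with the Ca concentration in FABP4, NUP210 and ENSGALG00000028627 and fell in KLF2, ADAMTS8, AP3S2, PGC and ENSGALG00000028428, by the likelihood ratio test. These are 8 of the 12 genes of Table 3, and the other 4 had slopes in the direction of Table 3 that did not pass. Slopes are given as log2 fold changes per percentage point of dietary Ca over the 10 birds. The slope was 9.33 for FABP4 (standard error 2.20, adjusted p = 0.387 from the quasi-likelihood test and 0.023 from the likelihood ratio test), 1.88 for NUP210, a protein of the nuclear pore (standard error 0.425, adjusted p = 0.371 and 0.0486), and 10.0 for ENSGALG00000028627 (standard error 2.60, adjusted p = 0.397 and 0.0873). It was -2.50 for KLF2 (standard error 0.541, adjusted p = 0.371 and 0.0209) and -2.16 for ADAMTS8 (standard error 0.386, adjusted p = 0.219 and 0.00609). It was -1.87 for AP3S2 (standard error 0.297, adjusted p = 0.219 and 0.00324), -3.35 for PGC (standard error 0.786, adjusted p = 0.387 and 0.0486) and -5.30 for ENSGALG00000028428 (standard error 1.18, adjusted p = 0.371 and 0.0363). The slopes of HPX, LECT2 and GAL2 were -2.96, 3.66 and 3.802 (adjusted p = 0.109, 0.147 and 0.146 from the likelihood ratio test), that of LECT2 at 2.41 without replicate 1 at 1.2% Ca. With the older dispersion estimators of edgeR, chosen after seeing the values, each passed the likelihood ratio test (adjusted p = 0.0707 for each). TMEM8A had a slope of -1.58 (standard error 1.84, adjusted p = 0.82 and 0.911), which was -0.90, -5.17 and -0.98 without replicates 1, 2 and 3 at 1.2% Ca and turned to 0.69 without replicate 3 at 0.8% Ca and to 1.00 with lane in the model. GAPDH, the reference gene of the qRT-PCR, had a slope of 0.10 (standard error 0.318, adjusted p = 0.944 from the quasi-likelihood test), which turned to -0.22 with lane in the model and to -0.02 and -0.18 without replicates 1 and 3 at 1.2% Ca. Over all 12187 genes the quasi-likelihood test of edgeR called 0 at an adjusted p under 0.1, with 1099 at an unadjusted p under 0.05 (397 rising and 702 falling). Chance gives 609 on average, and the lanes within 1.0% Ca, on the same diet, gave 903. The likelihood ratio test called 35 (5 rising and 30 falling), DESeq2 56 (4 rising and 52 falling) and limma-voom 0. At least as many likelihood ratio calls came from 14 of 100 groupings of the libraries, the real one included (highest other 716), so chance cannot be excluded. Without 1 library, in fits chosen after seeing the data, the likelihood ratio test called 2 genes (replicate 1 at 0.8% Ca), 21 and 62 (replicates 2 and 3 at 1.0% Ca), and 21, 3 and 220 (replicates 1, 2 and 3 at 1.2% Ca). AP3S2 passed in 9 of the 10 such fits, ADAMTS8 in 8, KLF2, NUP210, PGC and FABP4 in 7, ENSGALG00000028428 in 6 and ENSGALG00000028627 in 2. With lane in the model, which is partly confounded with Ca intake, the likelihood ratio test called 64 genes, 42 rising and 22 falling, of which 4 are among the 35 and 1 is in Table 3. The balance of directions thus turned round. The quasi-likelihood test called 44 genes without replicate 3 at 1.2% Ca, AP3S2 and FABP4 among them (adjusted p = 0.0516 for each, range over the alternatives 0.000252 to 0.892 for AP3S2 and 0.00584 to 0.892 for FABP4). The paper takes the genes under its false discovery threshold in the likelihood ratio test as associated with Ca intake. It adds that 7 of the 12 were also found by cuffdiff, and that qRT-PCR of 7 genes correlated highly with the RNA-seq. From text mining and from reports on these genes in other species, it then proposes that most of them are related, directly or indirectly, to blood pressure, hypertension and weight gain.

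**Figure D3:**
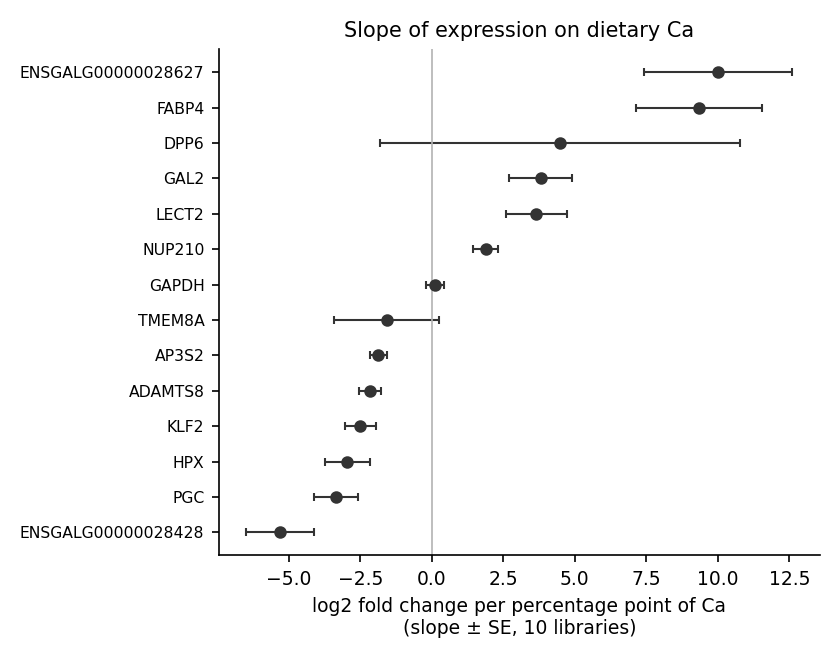
Slope of expression on dietary Ca for the genes of Table 3, DPP6 and GAPDH, as log2 fold change per percentage point of Ca, with points for the slope and bars for its standard error over 10 libraries. The slopes run from -5.30 for ENSGALG00000028428 to 10.0 for ENSGALG00000028627.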

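KLF2 (chromosome 28 of Galgal4, 4146806 to 4149435) was at 343.2 ± 47.5 CPM (SD, n = 3) at 0.8% Ca, 268.7 ± 72.2 CPM (SD, n = 4) at 1.0% Ca and 171.4 ± 27.8 CPM (SD, n = 3) at 1.2% Ca. PGC, on chromosome 26 from 4976148 to 4979037, stayed at 9.64 ± 0.863 CPM (SD, n = 3) at 1.2% Ca, a log2 fold change of 0.05 against 1.0% Ca (adjusted p = 0.984 from the quasi-likelihood test), just below 0 without replicates 1 or 3 at 1.0% Ca or replicate 1 at 1.2% Ca (lowest -0.02). HPX, the plasma protein hemopexin that binds heme (chromosome 1, 193596425 to 193599483), was at 45.9 ± 9.23 CPM (SD, n = 3), 21.6 ± 8.80 CPM (SD, n = 4) and 20.5 ± 3.70 CPM (SD, n = 3) in order of Ca intake. Its log2 fold change was -1.09 from 0.8 to 1.0% Ca (adjusted p = 0.362) and -1.17 from 0.8 to 1.2% Ca (adjusted p = 0.423). NUP210 (chromosome 12, 5607158 to 5660512) was at 71.2 ± 6.87, 96.1 ± 19.1 and 120.1 ± 21.3 CPM (SD, n = 3, 4 and 3). LECT2, a chemotactic protein of leukocytes (chromosome 13, 14532811 to 14537759), was at 111.8 ± 43.5, 119.2 ± 48.3 and 306.3 ± 145 CPM (SD, n = 3, 4 and 3), a log2 fold change of 1.46 from 0.8 to 1.2% Ca (adjusted p = 0.463). GAL2 (chromosome 3, 107081012 to 107082273) was at 25.9 ± 12.0, 29.8 ± 13.4 and 72.8 ± 27.1 CPM (SD, n = 3, 4 and 3), a log2 fold change of 1.50 over the same range (adjusted p = 0.463). A gene table of a later assembly lists GAL2 as a synonym of a beta-defensin gene, an antimicrobial peptide. TMEM8A (chromosome 14, 12104178 to 12121865) was at 26.9 ± 20.6, 11.7 ± 6.83 and 17.6 ± 19.0 CPM (SD, n = 3, 4 and 3), with replicate 2 at 39.5 CPM and the other birds at 6.07 and 7.16 CPM at 1.2% Ca. None of these genes passed the quasi-likelihood test in any pair of groups.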

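ADAMTS8, AP3S2 and FABP4 were called for the slope on Ca intake but are not in the cuffdiff lists, as is the case for ENSGALG00000028627 and ENSGALG00000028428. ADAMTS8 (chromosome 24 of Galgal4, 1655304 to 1670221) was at 40.4 ± 2.85 CPM (SD, n = 3) at 0.8% Ca, 27.3 ± 4.52 CPM (SD, n = 4) at 1.0% Ca and 22.2 ± 3.14 CPM (SD, n = 3) at 1.2% Ca. AP3S2 (chromosome 10, 19497720 to 19501385) was at 57.9 ± 3.37, 44.1 ± 3.22 and 34.4 ± 5.56 CPM (SD, n = 3, 4 and 3) in order of Ca intake. FABP4 (chromosome 2, 121225723 to 121228944) was at 0.724 ± 0.588, 3.83 ± 1.64 and 11.2 ± 11.7 CPM (SD, n = 3, 4 and 3). At 1.2% Ca, FABP4 was at 8.36, 24.1 and 1.28 CPM in replicates 1, 2 and 3, so replicate 3 lay within the range of the birds at 0.8% Ca, 0.325 to 1.40 CPM.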

Scatterplots of five DEGs identified by GLM within edgeR are shown in Figure S1.

**Figure 2:**
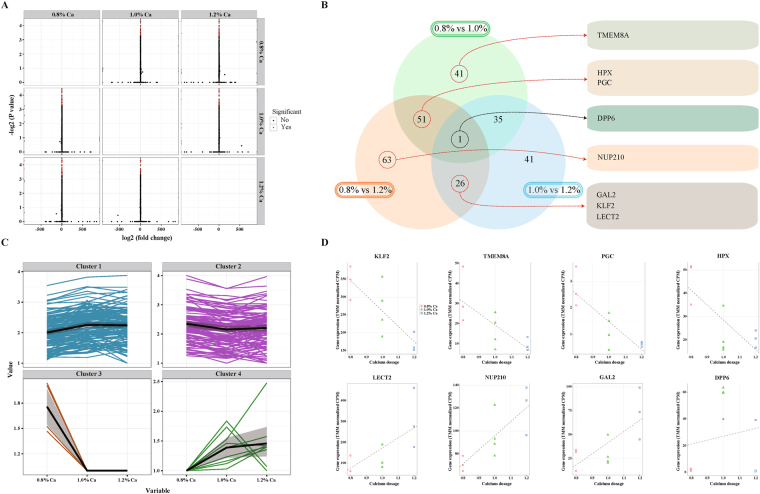
Identification of DEGs between kidney samples from broiler chickens fed diets containing 0.8, 1.0, and 1.2% Ca using both cufflinks and edgeR. (**A**) Volcano plots explore the relationship between fold-change and significance. (**B**) Venn diagram, comparing DEGs between pairs of conditions (0.8 versus 1.0, 0.8 versus 1.2, and 1.0 versus 1.2% Ca). The number of DEGs is indicated in the diagram. (**C**) Partitioning around medoids clustering with Jensen-Shannon distance for a CuffGeneSet. (**D**) Scatterplots of eight common DEGs that were identified by both cufflinks and edgeR.

**Table 3:** DEGs identified in the kidney from chickens fed different Ca concentrations, using the edgeR tool.

Ensembl ID	Human HGNC symbol	Chicken HGNC symbol	logFC	logCPM	LR	PValue	FDR	Association	Cufflinks overlap
ENSGALG00000003939	*KLF2*		−2.49671	8.031187	21.98473	2.75E-06	0.011116	Down regulated	8vs12, 10vs12
ENSGALG00000026188		*TMEM8A*	−4.43019	4.29225	20.94924	4.72E-06	0.014306	Down regulated	8vs10
ENSGALG00000001370	*ADAMTS8*	*ADAMTS8*	−2.1559	4.902834	19.12786	1.22E-05	0.029667	Down regulated	no
ENSGALG00000008291	*AP3S2*	*AP3S2*	−1.86177	5.509223	17.68768	2.6E-05	0.04551	Down regulated	no
ENSGALG00000028489	*PGC*		−3.33437	3.811141	17.6714	2.63E-05	0.04551	Down regulated	8vs10, 8vs12
ENSGALG00000022586	*HPX*	*HPX*	−2.94424	4.852415	16.20213	5.69E-05	0.069286	Down regulated	8vs10, 8vs12
ENSGALG00000028428			−5.30746	0.798146	15.37297	8.82E-05	0.089227	Down regulated	no
ENSGALG00000015767	*FABP4*	*FABP4*	9.578497	2.438523	23.73136	1.11E-06	0.00672	Up regulated	no
ENSGALG00000028627			9.545022	1.561843	24.04506	9.41E-07	0.00672	Up regulated	no
ENSGALG00000006323	*LECT2*	*LECT2*	3.637631	7.434093	16.70044	4.38E-05	0.06639	Up regulated	8vs12, 10vs12
ENSGALG00000005078	*NUP210*	*NUP210*	1.886229	6.587991	16.01596	6.28E-05	0.069286	Up regulated	8vs12
ENSGALG00000016669		*GAL2*	3.725195	5.388244	16.09272	6.03E-05	0.069286	Up regulated	8vs12, 10vs12

To further validate the RNA-seq data, we selected seven DEGs that primarily detected in the edgeR and overlapping in the cuffdiff program, and examined their expression in the kidney samples from the 0.8, 1.0, and 1.2% Ca intake groups by qRT-PCR. Of the selected DEGs, all seven [adaptor related protein complex 3 sigma 2 subunit (*AP3S2*), fatty acid-binding protein 4 (*FABP4*) ADAM metallopeptidase with thrombospondin type 1 motif 8 (*ADAMTS8*), *KLF2, LECT2, HPX*, and *NUP210*] were identified with the edgeR tool, however only four (*KLF2, LECT2, HPX*, and *NUP210*) were found overlapped in the cuffdiff tool. This may explain the higher accuracy and sensitivity of edgeR tool than that of cuffdiff tool. The expression patterns of selected DEGs in the RNA-seq and qRT-PCR were highly correlative (Figure S2).

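Scaled to GAPDH as in qRT-PCR, the RNA-seq counts of 6 of the 7 genes separated every bird at 1.2% Ca from every bird at 0.8% Ca. Chance separates 3 birds from 3 in 10% of genes not chosen for their difference, but the paper chose these genes on the same libraries, so the separation is no independent test. For 3 birds against 3 the smallest p that an exact permutation test allows is 0.1. The log2 ratio of AP3S2 to GAPDH was -3.43 ± 0.0357 (SD, n = 3) at 0.8% Ca, -3.62 ± 0.220 (SD, n = 4) at 1.0% Ca and -4.22 ± 0.159 (SD, n = 3) at 1.2% Ca. ADAMTS8 was at -3.95, -4.32 and -4.85 and KLF2 at -0.87, -1.05 and -1.91 in the same order. HPX was at -3.78, -4.72 and -4.97, LECT2 at -2.57, -2.26 and -1.17, and NUP210 at -3.13, -2.51 and -2.42. From 0.8 to 1.2% Ca the log2 ratio differed by -0.79 for AP3S2, -0.90 for ADAMTS8, -1.04 for KLF2, -1.19 for HPX, 1.40 for LECT2 and 0.71 for NUP210 (two-sided exact permutation p = 0.1 for each). FABP4 was at -9.84 ± 1.02 (SD, n = 3), -7.22 ± 0.561 (SD, n = 4) and -6.62 ± 2.28 (SD, n = 3), a difference of 3.23 between 0.8 and 1.2% Ca (exact permutation p = 0.2) and of 2.63 between 0.8 and 1.0% Ca (exact permutation p = 0.0286). GAPDH was at 622.4 ± 21.1, 542.4 ± 45.3 and 639.9 ± 75.2 CPM (SD, n = 3, 4 and 3). A pseudocount of 0.5 was added to the counts before the ratio was taken. The qRT-PCR values were not used here.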

### Pathway enrichment, protein/protein interaction network, and co-occurrence of DEGs

We used Database for Annotation, Visualization and Integrated Discovery (DAVID), Search Tool for the Retrieval of Interacting Genes/Proteins (STRING), COREMINE database, and Integrated Pathway Analysis Database for Systematic Enrichment Analysis (IPAD) database for pathway enrichment, protein/protein interaction networks, and analysis of DEGs co-occurrence in the kidney of chickens by three pairwise comparisons of Ca intake using cuffdiff. Based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway within the DAVID tool, downregulated DEGs between animals receiving 0.8 and 1.0% Ca were involved in the metabolism of xenobiotics by cytochrome P450, drug metabolism, glutathione metabolism, Jak-STAT signalling pathway and cytokine-cytokine receptor interaction. 

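Most measured genes of the response to oxidative stress were lower at 1.0% Ca than at 0.8% Ca, and of the genes of glutathione metabolism MGST2 was lower by the likelihood ratio test. MGST2, a microsomal glutathione transferase (chromosome 4 of Galgal4, 28831982 to 28841789), was at 10.1 ± 4.27 CPM (SD, n = 3) at 0.8% Ca and 3.76 ± 0.870 CPM (SD, n = 4) at 1.0% Ca, a log2 fold change of -1.43 (standard error 0.301, adjusted p = 0.324 from the quasi-likelihood test and 0.0297 from the likelihood ratio test). GSTA3, a cytosolic glutathione transferase, was at 39.5 ± 11.2 CPM (SD, n = 3) and 21.3 ± 4.70 CPM (SD, n = 4), with a log2 fold change of -0.89 (adjusted p = 0.575). MGST1 was at -0.40 (adjusted p = 0.67), and at -0.22 without replicate 1 at 0.8% Ca. CHAC1, which breaks down glutathione, was at 0.57 (adjusted p = 0.92 from the likelihood ratio test), turned to -0.0443 without replicate 2 at 1.0% Ca, and ranged from there to 1.02 (without replicate 1 at 0.8% Ca) when 1 library was left out. Of 7 measured genes of the oxidative stress response, 6 were lower and 1 was higher at 1.0% Ca, with a median log2 fold change of -0.84. The list passed camera (adjusted p = 0.000447), and its adjusted p = 0.23 with an estimated correlation between genes. Over all genes MGST2 passed the likelihood ratio test and 0 members passed the quasi-likelihood test, and by the latter 2 were lower when adjusted over the list alone. The 8 measured markers of macrophages, of which Nox2 is also in the oxidative stress list, were all lower too (median -0.75), and replicate 1 at 0.8% Ca and replicate 3 at 1.2% Ca had the 2 highest means of the 10 birds in both lists. MGST2 passed the likelihood ratio test in 4 of 10 fits without 1 library. These were the fits without a bird at 1.2% Ca, which leave the compared birds in place, and that without replicate 4 at 0.8% Ca. Of the Jak-STAT and cytokine receptor genes, IL2RG, the common gamma chain of interleukin receptors, was at 59.0 ± 12.6 CPM (SD, n = 3) and 34.6 ± 2.57 CPM (SD, n = 4), a log2 fold change of -0.77 (adjusted p = 0.395). IL22RA2, a decoy receptor of interleukin-22, was at -1.88 (standard error 0.633, adjusted p = 0.47). The members of these lists are genes that the paper called on the same samples, so a list is not independent evidence of its direction. With 4 genes of xenobiotic and glutathione metabolism and 2 of Jak-STAT signalling measured by name, these lists were not tested.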

Upregulated DEGs between animals receiving 0.8 and 1.0% Ca were involved in the toll-like receptor signalling pathway, chemokine signalling pathway, purine metabolism, focal adhesion, ECM-receptor interaction and Ca signalling pathway. 

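Genes of the extracellular matrix were higher at 1.0% Ca than at 0.8% Ca, 10 of the 11 measured, with a median log2 fold change of 0.80. The list passed camera (adjusted p = 8.14e-05), with an adjusted p = 0.232 for an estimated correlation. MFAP5, a protein of elastic microfibrils, was at 251.5 ± 68.1 CPM (SD, n = 3) at 0.8% Ca and 454.8 ± 124 CPM (SD, n = 4) at 1.0% Ca, a log2 fold change of 0.85 (standard error 0.277, adjusted p = 0.47 from the quasi-likelihood test). SMOC2, a matrix protein that binds calcium, was at 0.77 (adjusted p = 0.585; 0.48 without replicate 1 at 0.8% Ca) and COL8A1, a short-chain collagen, at 0.60 (adjusted p = 0.601; 0.28 without replicate 4 at 1.0% Ca). In the mean of this list (log2 from the average of the 10 libraries) replicate 1 at 0.8% Ca was the lowest bird, at -0.89 against -0.356 and 0.0261 in its group, and replicate 4 at 1.0% Ca the highest, at 0.831 against 0.0539 to 0.14. Without the former the median was 0.44 and without the latter 0.52. Of 6 toll-like receptor and chemokine genes, 4 were higher, with a median of 0.36 (0.0203 without replicate 4 at 1.0% Ca), and the list did not pass camera (adjusted p = 0.21). In it TLR3, a receptor of double-stranded RNA, was at 0.68 (adjusted p = 0.573; 0.43 without replicate 4 at 1.0% Ca) and CXCL12, a chemokine, at 0.81 (adjusted p = 0.575), whereas CCL20, another chemokine, was at -0.82 (adjusted p = 0.575). Of 5 genes of purine and pyrimidine metabolism, 4 were higher, with a median of 0.53 (adjusted p = 0.0319 by camera, 0.0133 by fry, and adjusted p = 0.23 with an estimated correlation). XDH, which makes uric acid, was its lower member, at -1.21 (adjusted p = 0.601), which rests on replicate 1 at 0.8% Ca (70.3 CPM, against 11.6 and 18.05 CPM in its group), and without that bird it was at -0.05. The purine list missed the camera threshold without replicates 1, 3 or 4 at 0.8% Ca (adjusted p = 0.0679, 0.0835 and 0.0516, range over the alternatives 0.0133 to 0.23) and with lane in the model (adjusted p = 0.0858). None of the members passed the quasi-likelihood test over all genes. ADCY7, which is in the toll-like receptor and the purine list, passed the likelihood ratio test over all genes, and was the 1 member of each that was higher by the quasi-likelihood test when adjusted over the list alone. The members of these lists were all genes that the paper had called on these birds, so the lists are not independent evidence.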

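Genes of mitosis and DNA replication were higher at 1.2% Ca than at 0.8% Ca in all 32 members identified by name, with a median log2 fold change of 1.12 (adjusted p = 2.53e-14 by camera, and adjusted p = 0.32 with an estimated correlation). These 32 of the 70 genes in the list could be identified only because the paper had called them on these birds. CDCA8, a subunit of the chromosomal passenger complex, was at 41.1 ± 11.8 CPM and 82.0 ± 23.8 CPM (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.263, adjusted p = 0.423 from the quasi-likelihood test). NCAPG, a subunit of condensin, was at 36.8 ± 13.1 CPM and 71.1 ± 10.2 CPM (SD, n = 3 each), a log2 fold change of 0.95 (adjusted p = 0.463). NCAPG2 was at 1.34 (adjusted p = 0.471) and BUB1, a kinase of the spindle checkpoint, at 0.87 (adjusted p = 0.54). Replicate 1 at 0.8% Ca had the lowest level of the 10 libraries in each of the 32 genes, and without it the median was 0.46, BUB1 was at 0.55 and RRM2, named below, at 0.34. Within 1.0% Ca the mean of the list was higher in lane 1 than in lane 2 by 0.73 (standard error 0.298), and with lane in the model the median was 0.42 (adjusted p = 0.0976 by camera, range over the alternatives 1.04e-18 to 0.32). No member passed the quasi-likelihood or the likelihood ratio test over all genes, or the former when adjusted over the list alone (0 and 0). CCNB2 and CDK1, which drive entry into mitosis and are also in the list of p53 signalling, were at 0.71 (adjusted p = 0.605) and 0.76 (adjusted p = 0.646), and at 0.35 and 0.37 without replicate 1 at 0.8% Ca and 0.47 and 0.42 without replicate 1 at 1.2% Ca. CDK1 was at 1.17 and RRM2 at 1.27 without replicate 3 at 0.8% Ca. RRM2, a subunit of ribonucleotide reductase, was at 0.75 (adjusted p = 0.695), and at 0.30 without replicate 1 at 1.2% Ca. The 5 genes of purine and pyrimidine metabolism, RRM2 among them, were all higher, with a median of 0.56 (adjusted p = 0.0107 by camera, 0.00557 by fry, and adjusted p = 0.215 with an estimated correlation). That list also missed the threshold with lane in the model (adjusted p = 0.0976). Among genes of endocytosis SH3GLB2 was at -1.15 (adjusted p = 0.703), carried by replicate 4 at 0.8% Ca (10.8 CPM, against 2.60 and 2.83 CPM), and at -0.15 without it. The lists of p53 signalling (3 members) and endocytosis (2 members) had too few measured members to test. The members of all these lists are genes that the paper had called on these libraries. That choice partly fixes their shared direction, which is not independent evidence.

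**Figure D4:**
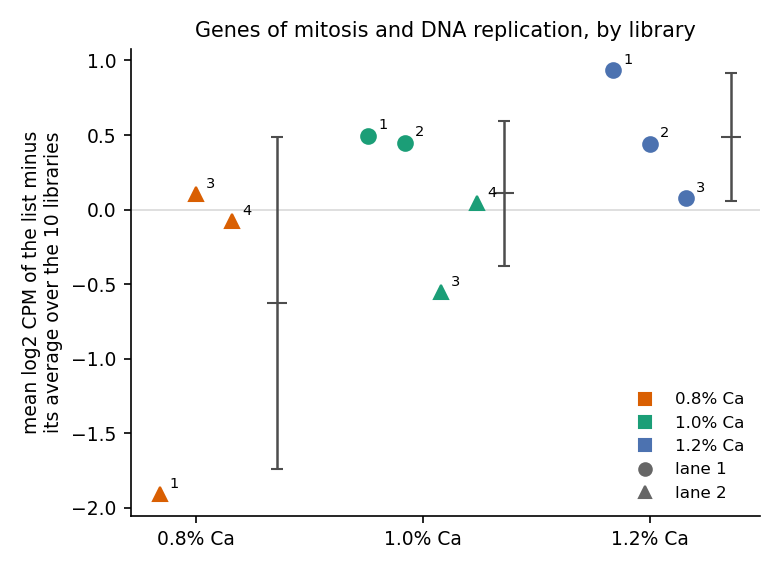
Mean log2 CPM of the 32 genes of mitosis and DNA replication in each library, minus its average over the 10 libraries, by Ca intake, with circles for lane 1, triangles for lane 2, the replicate number beside each point, and the mean ± SD of each group at its right. Replicate 1 at 0.8% Ca lies at -1.91 and replicate 1 at 1.2% Ca at 0.93.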

In the case of DEGs between animals receiving 0.8 and 1.2% Ca, downregulated DEGs were involved in the Ca signalling pathway, neuroactive ligand-receptor interaction, and endocytosis, and upregulated DEGs were involved in progesterone-mediated oocyte maturation, purine metabolism, pyrimidine metabolism, cell cycle, oocyte meiosis, and the p53 signalling pathway (Fig. 3A). DEGs between animals receiving 1.0 and 1.2% Ca were not found in the significant KEGG pathway. Additionally, when we checked the DEGs identified using the edgeR tool in the KEGG pathway database, six DEGs, namely *KLF2*, *ADAMTS8*, *AP3S2*, *NUP210*, *GAL2* and *FABP4*, are involved in the FoxO signalling pathway, degradation of the extracellular matrix, lysosome, RNA transport, neuroactive ligand-receptor interaction and PPAR signalling pathway, respectively (Table S3).

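Between 1.0 and 1.2% Ca, genes of heterophil granules and antimicrobial peptides were higher at 1.2% Ca in all 5 measured members, with a median log2 fold change of 1.30. The list passed camera (adjusted p = 0.000119), with an adjusted p = 0.175 for an estimated correlation. GAL1, a beta-defensin, was at 28.3 ± 14.3 CPM (SD, n = 4) at 1.0% Ca and 77.8 ± 25.1 CPM (SD, n = 3) at 1.2% Ca, a log2 fold change of 1.46 (standard error 0.399, adjusted p = 0.961 from the quasi-likelihood test). LECT2 was at 1.36, GAL2 at 1.29 and Ex-FABP at 1.41 (adjusted p = 0.961 for each). Ex-FABP was carried by replicate 3 at 1.2% Ca, at 1550 CPM against 205.7 and 545.4 CPM in its group, and was at 0.38 without it. None passed the quasi-likelihood or the likelihood ratio test over all genes, and 4 were higher by the former when adjusted over the list alone. The members of this list had all been called by the paper on these birds. The oxidative stress list, lower at 1.0% Ca than at 0.8% Ca, was higher at 1.2% than at 1.0% Ca in 5 of 7 members, with a median of 0.73 (adjusted p = 0.005 by camera, and adjusted p = 0.354 with an estimated correlation). All 8 markers of macrophages were higher in this comparison as well (median 0.74, and 0.33 without replicate 3 at 1.2% Ca), and Nox2 belongs to both lists. The mean of the macrophage markers in replicate 1 at 1.2% Ca, -0.885, lay within the range at 1.0% Ca, -0.888 to 0.171 (log2 from the average of the 10 libraries). The oxidative stress list missed the threshold without replicates 2 or 3 at 1.2% Ca (adjusted p = 0.0549 and 0.145, range over the alternatives 1.03e-05 to 0.438), and without the latter its median was 0.35. The lists of extracellular matrix (median -0.25, adjusted p = 0.119), purine and pyrimidine metabolism (median 0.35, adjusted p = 0.678) and toll-like receptors and chemokines (median -0.12 and mean 0.184, adjusted p = 0.77) did not pass camera.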

**Figure 3:**
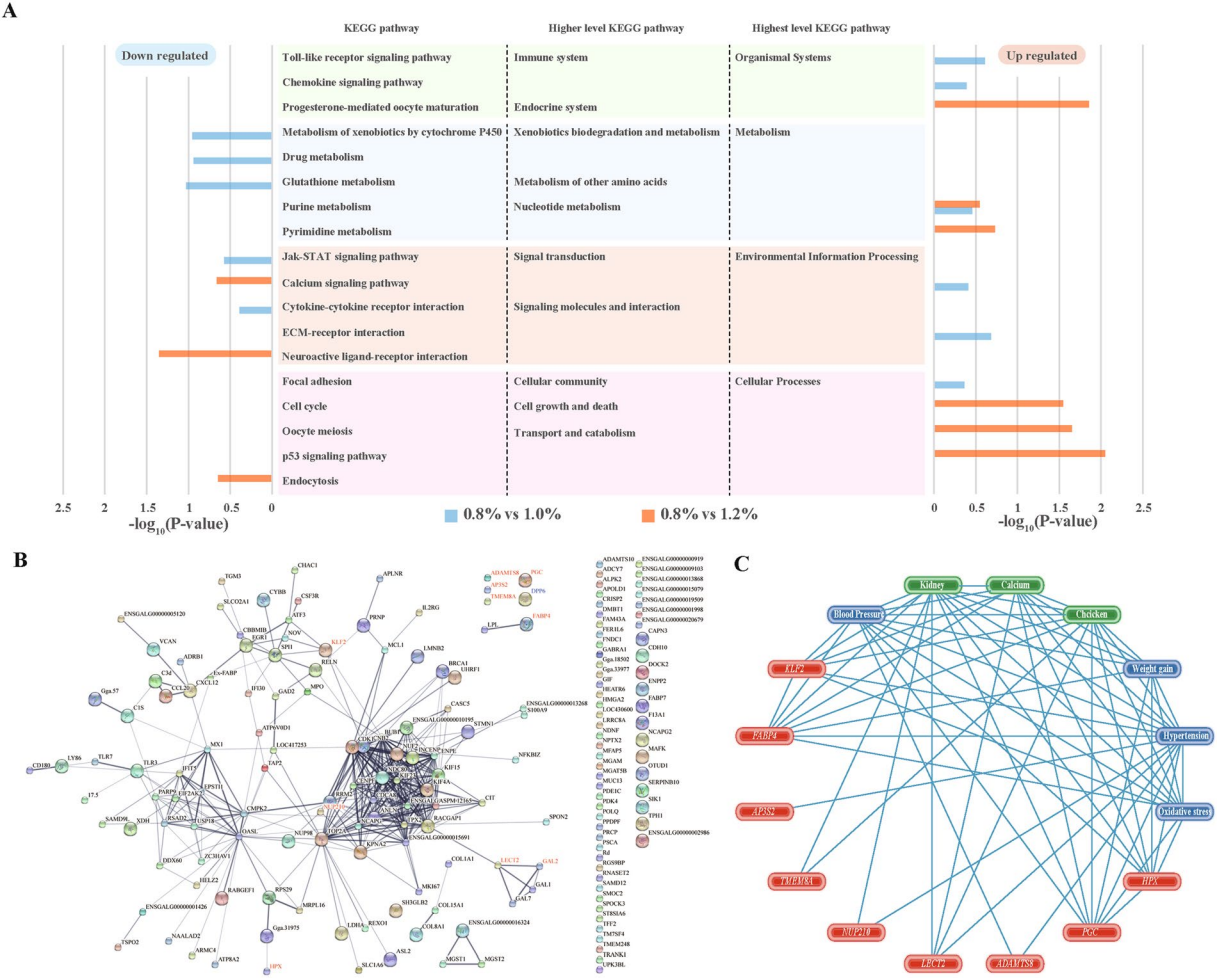
Enriched KEGG pathways, protein/protein interaction network, and co-occurrence analysis of DEGs identified between kidney samples from broiler chickens fed diets containing 0.8, 1.0, and 1.2% Ca using both cufflinks and edgeR. (**A**) KEGG pathway enrichment of DEGs identified using the cufflinks tool between pairs of conditions (0.8 versus 1.0 and 0.8 versus 1.2% Ca). (**B**) Protein/protein interactions of DEGs that were identified using the edgeR/cufflinks as generated by the STRING database. (**C**) Annotation of the co-occurrence of DEGs identified using the edgeR/cufflinks with chicken, kidney, calcium, blood pressure, hypertension, oxidative stress, and weight gain using the COREMINE database.

Next, we focused on the 12 DEGs identified using edgeR/overlapping with cuffdiff for further analysis with STRING, COREMINE, and IPAD. To explore the interaction between those five upregulated and seven downregulated DEGs identified using the edgeR/cuffdiff, we subjected them to STRING analysis for gene/protein interaction network analysis. As a result, we found there were relationships between four of five upregulated, and six of seven downregulated DEGs. In addition, four upregulated DEGs were more correlated with each other than the six downregulated DEGs (Fig. 3B and Figure S3). Figure 3B shows all the DEGs identified by edgeR and cuffdiff. Figure S3 shows only DEGs that identified from edgeR.

Based on the co-occurrence of genes and keywords (text mining) in the COREMINE database, eight DEGs (*HPX, PGC, ADMTS8, LECT2, NUP210, AP3S2, KLF2* and *FABP4*) were associated with hypertension, five DEGs (*HPX, PGC, ADMTS8, KLF2* and *FABP4*) were associated with blood pressure, four DEGs (*HPX, PGC, KLF2* and *FABP4*) were associated with oxidative stress, and three DEGs (*HPX, PGC* and *FABP4*) were associated with weight gain. *TMEM8A* gene was associated with only chicken and kidney. Moreover, chicken, kidney, Ca, hypertension, blood pressure, oxidative stress, and weight gain were most frequently associated with each other on the basis of co-occurrence (Fig. 3C). Disease information for 12 DEGs was mined in the IPAD database. As a result, only eight DEGs were found to be frequently associated with a list of 54 common diseases, including hypertension, drug toxicity, and kidney diseases (Table S4).

## Discussion

Ca is an essential mineral in general feed additive of domestic animals. The effects of Ca intake and maximum tolerable Ca intake in domestic animals have been well reported^6,14,21^. These studies define the maximum tolerable levels of minerals such as Ca, as recommended by NRC, because the NRC recommendation provides a benchmark that is useful for animal studies on minerals. The nutrient requirements of poultry were first reported in 1944 by NRC, and several updates were made by NRC up to 1994^22^. In addition, few studies are available including RNA-seq of the poultry tissue samples collected following supplementation with Ca. In the present study, we performed gene expression profiling using RNA-seq of kidney samples of broiler chickens fed diets containing three different concentrations of Ca. The aim of this study was to examine the effects of Ca, at levels recommended by NRC, on the expression of genes in the chicken kidney. DEGs were identified by pairwise comparison of treatments using the cufflinks and edgeR tools, in order to obtain reliable DEGs found by both pairwise comparison and ordinal analysis^23^. In the present study, 372 DEGs were identified among the pairwise comparisons between 0.8 and 1.0% Ca, 0.8 and 1.2% Ca, and 1.0 and 1.2% Ca using cufflinks. We identified 12 DEGs using edgeR. Of these 12 DEGs, seven DEGs, including *TMEM8A, PGC, HPX, NUP210, KLF2, LECT2*, and *GAL2* were identified by both tools. 

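ADCY7 (ENSGALG00000003837), an adenylate cyclase that makes cyclic AMP, was higher at 1.0% Ca than at 0.8% Ca. It lies on chromosome 11 of Galgal4 from 6010767 to 6037599 and was at 219.2 ± 10.6 CPM (SD, n = 3) at 0.8% Ca, 355.4 ± 55.9 CPM (SD, n = 4) at 1.0% Ca and 279.1 ± 34.5 CPM (SD, n = 3) at 1.2% Ca. The log2 fold change was 0.70 from 0.8 to 1.0% Ca (standard error 0.131, adjusted p = 0.262 from the quasi-likelihood test and 0.00678 from the likelihood ratio test). It was 0.35 from 0.8 to 1.2% Ca (standard error 0.138, adjusted p = 0.515 from the quasi-likelihood test). The likelihood ratio call was kept in 6 of 10 fits without 1 library, and was lost without each of the birds at 0.8% Ca and without replicate 4 at 1.0% Ca. PDE1C, a phosphodiesterase activated by calcium and calmodulin (chromosome 2, 48768263 to 49058756), was at 21.0 ± 1.92 CPM (SD, n = 3), 29.6 ± 9.22 CPM (SD, n = 4) and 31.8 ± 8.34 CPM (SD, n = 3) in order of Ca intake. Its log2 fold change was 0.50 from 0.8 to 1.0% Ca (adjusted p = 0.607 from the quasi-likelihood test) and 0.60 from 0.8 to 1.2% Ca (adjusted p = 0.559), the latter at 0.36 without replicate 1 at 1.2% Ca and turning to -0.19 with lane in the model. ADCY7 departed from a straight line over the 3 concentrations by 0.52 (standard error 0.108, adjusted p = 0.878 from the quasi-likelihood test). These 2 genes were the members of the Ca signalling list that could be identified by name, so the list was not tested.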

Pathway analysis of DEGs identified using cufflinks showed an opposite tendency in Ca signalling in the comparison between the 0.8 and 1.0% and 0.8 and 1.2% Ca treatments. This result suggests that 1.2% Ca intake could have an adverse effect on broiler kidneys. STRING analysis of the DEGs identified using edgeR found that DEGs with expression that increased in a linear way (*FABP4, GAL2, LECT2* and *NUP210*) were more correlated than linearly decreased DEGs (*KLF2, HPX, ADAMTS-8, TMEM8A, AP3S2* and *PGC*). Text mining edgeR-identified DEGs using the COREMINE and IPAD databases revealed that many DEGs were associated with chicken, kidney, Ca, and several common diseases. However, we mainly focused on weight gain, hypertension, oxidative stress, and blood pressure. Weight gain is an important factor in the broiler industry, and stress-induced hypertension has an impact on weight gain.

The results of our study revealed adverse outcomes, such as decreases in the initial BW, BWG, FI, and FE, in chickens fed high Ca. This finding was consistent with that of Sebastian *et al*.^16^, who reported that a high (1.25%) concentration of Ca in diets decreases the BW and FI of broilers compared with low (0.6%) or NRC-recommended (1.0%) Ca intake. Rama Rao *et al*.^15^ also reported that decreasing Ca intake from 0.9 to 0.6% increased the BW and FI of broilers. Therefore, high Ca intake can adversely affect the growth performance of chickens, and this cannot be well explained by nutritive experiments alone, because the molecular mechanism is not known. For this reason, we analyzed gene expression using RNA-seq in the broiler kidney, and then aimed to explore the molecular mechanisms of DEGs identified using edgeR, based on the available literature for humans, rodents, and poultry. We found that the expression of *FABP4, GAL2, LECT2, NUP210*, and *DPP6* increased linearly as the concentration of Ca increased. 

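FABP4, GAL2, LECT2 and NUP210 were highest on average at 1.2% Ca, and DPP6 at 1.0% Ca. The slope of DPP6 on the Ca concentration was 4.47 log2 units per percentage point (standard error 6.3, adjusted p = 0.86 from the quasi-likelihood test), and limma-voom gave -0.66. Without replicates 1, 3 or 4 at 0.8% Ca it was 0.82, 1.08 and 0.92, and without replicates 1 or 3 at 1.2% Ca 8.85 and 8.87. Most of the difference in GAL2 and LECT2 lay above 1.0% Ca, since from 0.8 to 1.0% Ca their log2 fold changes were 0.20 (adjusted p = 0.905 from the quasi-likelihood test) and 0.09 (adjusted p = 0.965), turning to -0.14 and -0.20 without replicate 4 at 0.8% Ca and to -0.15 and -0.23 without replicate 1 at 1.0% Ca. The departure from a straight line was -0.54 for GAL2 and -0.64 for LECT2 (standard errors 0.351 and 0.336), and neither passed. GAL2 was at -0.90 without replicate 1 at 1.0% Ca and LECT2 at -0.42 without replicate 1 at 1.2% Ca. FABP4 had log2 fold changes of 2.34 from 0.8 to 1.0% Ca and 1.55 from 1.0 to 1.2% Ca (adjusted p = 0.548 and 0.961), the second step 0.33 without replicate 2 at 1.2% Ca, and NUP210 of 0.43 and 0.32 (adjusted p = 0.518 for the first step). The departures were 0.39 (standard error 0.694) for FABP4, with 0.12 without replicate 1 at 1.0% Ca and 1.01 without replicate 2 at 1.2% Ca as its extremes, and 0.06 for NUP210, which turned to -0.09 and -0.01 without replicate 2 at 1.0% Ca and replicate 1 at 1.2% Ca.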

FABP4, which encodes fatty acid binding protein, was expressed in adipocytes. Fatty acid binding proteins are cytoplasmic proteins that bind unsaturated long-chain fatty acids and can reversibly bind hydrophobic ligands. In humans, increased plasma concentrations of *FABP4* have been associated with atherosclerosis, cardiac diastolic dysfunction, hypertension, insulin resistance, and obesity^24–27^. Enhanced expression of *FABP4* correlates with increased expression of CD36, CD68, CD52, CD163, and T-cell markers^28^. This gene is actively released from human adipocytes *in vitro* via a non-classical, Ca-dependent mechanism as well as via coronary artery Ca^29,30^. The expression of this gene is higher in hypertensive patients than in normotensive individuals^31^. Knockdown of this gene in disrupted nutrient metabolism in diet-induced obese mice significantly increased BW and fat mass^32^, and increased expression leads to decreased weight gain in epididymal adipose tissue of rats fed a fructose-rich diet^33^. The *LECT2* gene has been associated with adrenal amyloid and primary aldosteronism, which have no or few symptoms. such as muscular weakness, high blood pressure, and headaches^34,35^. This gene was isolated as a neutrophil-chemotactic factor produced by T cells^36^. Increased *LECT2* gene expression is specific to tumours induced by β-catenin, and activation of the *LECT2* gene can lead to the development of tumours with a better prognosis^37,38^. Recently, the product of this gene has been referred to as a recently discovered hepatokine, which mediates obesity-related metabolic disturbances and insulin resistance^39–41^. Additionally, hepatokine *LECT2* amyloidosis has been related to portal hypertension^42^. Those studies note that increased *LECT2* expression is commonly observed in insulin resistance and obesity in human and mouse. However, the role of *LECT2* in the development of obesity and insulin resistance induced by over-nutrition has not yet been established. The *NUP210* gene has been associated with diseases, such as autoimmune disease of the urogenital tract and primary biliary cirrhosis (PBC), and PBC is related to pulmonary hypertension and polymyositis^43,44^. In addition, anti-NUP210 antibodies have been used to diagnose PBC with jaundice and liver failure^45^. The *NUP210* gene was initially identified as an early-response gene in metanephric kidney development in mouse^46^. The *GAL2* gene encodes a galactose permease, and is required for the utilization of galactose and the transport of glucose^47–49^. In addition, *GAL2* was found to be upregulated in whole blood cells of wild passerine following immune stimulation with lipopolysaccharides^50^. Expression of *DPP6* has been associated with ischemic heart disease^51^. Based on those findings, we suggest that the linear increase in *FABP4* and *LECT2* expression with increasing Ca concentrations in broiler kidney could lead to more T-cells being activated, stimulate Ca-dependent mechanisms, exhibit a protective effect in tumourigenesis, and directly induce hypertension. Moreover, *FABP4* gene expression was negatively correlated with BW and fat mass, whereas *LECT2* gene expression was positively correlated with obesity and insulin resistance. Thus, we speculated that high Ca intake decreases BWG and FI in broilers, even if they show obesity and high insulin resistance. However, we are unable to corroborate a direct effect for *NUP210, GAL2* and *DPP6* on blood pressure and hypertension, but we suggest that these genes could be indirectly related to blood pressure and hypertension.

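KLF2, ADAMTS8 and AP3S2 were lower at each higher Ca concentration, whereas PGC and HPX were lower at 1.0% Ca than at 0.8% Ca and near that level at 1.2% Ca. From 0.8 to 1.0% Ca the log2 fold change was -0.35 for KLF2 (adjusted p = 0.643 from the quasi-likelihood test; -0.22 without replicate 3 at 1.0% Ca), -0.56 for ADAMTS8 (adjusted p = 0.37) and -0.39 for AP3S2 (adjusted p = 0.433). From 1.0 to 1.2% Ca it was -0.65 for KLF2, -0.30 for ADAMTS8 and -0.36 for AP3S2 (adjusted p = 0.961 for each). HPX had a log2 fold change of -0.08 from 1.0 to 1.2% Ca (standard error 0.275, adjusted p = 0.979), which turned to 0.33 with lane in the model, and to 0.25 and 0.05 without replicate 3 at 1.0% Ca and replicate 1 at 1.2% Ca. TMEM8A was at -1.195 from 0.8 to 1.0% Ca (standard error 0.719, adjusted p = 0.662) and 0.58 from 1.0 to 1.2% Ca (standard error 0.728, adjusted p = 0.961). The first step was -0.38 without replicate 3 at 0.8% Ca, and the second turned to -0.82 without replicate 2 at 1.2% Ca and was 1.06 without replicate 4 at 1.0% Ca. The departure from a straight line did not pass in any of these genes. It was -0.51 for HPX (standard error 0.232), at -0.83 without replicate 3 at 1.0% Ca. For ADAMTS8 it was -0.13 (standard error 0.123), from -0.05 to -0.21 without replicates 1 and 4 at 1.0% Ca. For AP3S2 it was -0.02 (standard error 0.0983), and 0.05 without replicate 3 at 1.2% Ca. It was also just above 0 for AP3S2 without replicate 3 at 0.8% Ca or replicates 2 or 4 at 1.0% Ca. For KLF2 it was 0.15 (standard error 0.168), and -0.02 without replicate 4 at 1.0% Ca.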

We found that the expression *KLF2, HPX, ADAMTS-8, TMEM8A, AP3S2* and *PGC* decreased linearly as the concentration of Ca increased. *KLF2* is a member of the Krüppel-like factor family, which include broadly expressed zinc finger transcription factors. This has been associated with the lung development, embryonic erythropoiesis, epithelial integrity, T-cell viability, adipogenesis, B-cell homeostasis, plasma cell homing and vascular growth/remodelling^52–54^. Overexpression of this gene in human and mouse increase the number of proangiogenic cells (PACs) *in vitro*, and improved the neovascularization abilities of aged mouse PACs in an ischemic hind limb model *in vivo*, respectively^55^. However, the number of PACs and the neovascularization abilities are disrupted by risk factors for ischemic heart disease, such as age, hypertension and smoking^56^. Expression of this gene in the developing chick heart was decreased by trichloroethylene, which may function to alter endothelial development^57^. Expression of this gene was decreased in areas of low and disturbed wall shear stress, which is related to blood flow in heart development^58^. Therefore, increased expression of the *KLF2* gene improves portal hypertension^59^. Moreover, this gene is an adipogenesis inhibitor, and increased expression of this gene induced by retinoic acid prevents diet-induced weight gain^60^. *HPX* encodes a haem-binding protein, and the structure of the chicken *HPX* gene is more complex than that of the mammalian *HPX* gene. This gene shows an acute phase response in chicken, and its expression is increased during infection^61^. *HPX* expression is decreased in idiopathic intracranial hypertension and preeclampsia, which are associated with symptoms such as hypertension, pitting oedema, epigastric pain and swelling^62^. Moreover, this gene has been associated with daily weight gain and backfat thickness in large white pigs by protein phenotypes, and has also been associated with susceptibility or resistance to diet-induced obesity^63,64^. There is evidence that the *TMEM8A* gene is also associated with preeclampsia^65^. *ADAMTS-8* encodes a member of the ADAMTS protein family and aggrecanases. *ADAMTS-8* was found to influence pulse pressure and mean arterial pressure by a genome-wide association study^66,67^. *AP3S2* gene expression is associated with carotid plaques and obesity in individuals with type 2 diabetes mellitus^68–70^. Therefore, our results suggest that the linear decrease in *KLF2, HPX, TMEM8A, ADAMTS-8* and *AP3S2* expression in the broiler kidney is directly or indirectly related to blood pressure, hypertension and weight gain. However, we are unable to state this for the *PGC* gene, because we could not find clear evidence for an effect on blood pressure with hypertension and weight gain.

## Conclusions

In this study, we demonstrated that Ca increase leads to reduced BWG and FI using pathway enrichment, protein-association networks, and co-occurrence analysis of DEGs identified using the cufflinks and edgeR tools in the kidney of chickens fed different levels of Ca. First, we identified DEGs that are directly related to weight gain. Second, we identified DEGs that are related to stress-induced disease, such as hypertension, which affects weight gain. Although a few of these DEGs have not been previously reported in relation to blood pressure, hypertension, and weight gain, we suggest that they may play a role in blood pressure, with hypertension and weight gain. However, additional studies should investigate their roles and functions. Our findings contribute to a better understanding of the potential molecular mechanisms underlying the correlation between Ca intake, BWG, FI, and stress-induced hypertension in broiler chickens. We suggest that the maximum tolerable Ca intakes should be a level between 0.8–1.0%, and increasing to over 1% is not advisable for normal growth of broilers.

## Methods

### Experimental birds and care

Ross 308 broiler chicks obtained from Yangji hatchery (Pyeongtaek, Korea) were used in this study. The care and experimental use of birds was reviewed and approved by the Institutional Animal Care and Use Committee at Chung-Ang University (IACUC No.: 14-0005). Animal management, treatment, sample collection, and further analysis of RNA-seq data and qRT-PCR were performed in either Chung-Ang University or Chonbuk National University-affiliated laboratories. All animal experiments were performed in accordance with the relevant guidelines and regulations.

### Experimental design and sample collection

In total, 1,280 one-day-old Ross 308 broiler chickens (initial BW = 39.4 ± 0.17 g) were allotted to one of three dietary treatments with six replicates, with each replicate consisting of 70 birds, in a completely randomized design. Chickens were housed in conventional floor pens (200-cm width × 230-cm length × 100-cm height for each pen) for 21 days. Three commercial-type experimental diets were formulated, and the concentrations of Ca in the diets were 0.8, 1.0, and 1.2% each. The concentrations of non-phytate phosphorus (NPP) in all diets were maintained at 0.35%, and all diets were supplemented with commercial phytase (Phyzyme XP, Danisco Animal Nutrition, Marlborough, UK) at 1,000 FTU/kg. All diets were formulated to meet or exceed the NRC (1994) requirements for broiler chickens during the first 21 days post hatch, with the exception of Ca and NPP. All birds were provided with diets fed in mash form and water ad libitum. The room temperature was maintained at 30 °C during the first week and then gradually decreased to 24 °C at the end of the experiment. A 24-h photoperiod was used throughout the experiment. The BWG and FI were recorded at the end of the experiment. Feed efficiency (g/kg) was calculated by dividing BWG with FI. At the end of the experiment (21-days post-hatch), four chickens per treatment with a BW close to the treatment mean BW were euthanized by CO2 asphyxiation and immediately dissected. The kidney samples were collected, frozen using liquid nitrogen, and kept in a freezer at −80 °C until further analysis.

### RNA sequencing and library preparation

Total RNA from the kidney samples (50–100 mg) was isolated from 10 broiler chickens (0.8% = three chickens, 1.0% = four chickens and 1.2% = three chickens) using the TRIzol (Invitrogen, USA) reagent for the sequencing and construction of a RNA-seq library. For RNA-seq, the TruSeq RNA Sample Pre Kit was used according to the manufacturer’s guidelines. Agilent Technologies Human UHR total RNA was used as a positive control sample. The library was constructed according to a standard protocol provided by Illumina, Inc. Libraries with different indexes were pooled and sequenced in one lane using an Illumina HiSeq. 2000 high-throughput sequencing instrument with 100 paired-end (PE) reads.

### Alignment of raw reads to the chicken transcriptome

After RNA-seq, the reads were trimmed to remove the adapter sequence, the specific sequence of the other Illumina, and reads less than 80 base pairs (bp) using the Trimmomatic ver 0.32 tool^71^. Subsequently, the reads were aligned with the chicken (*Gallus gallus*) reference genome obtained from the Ensembl website (ftp://ftp.ensembl.org/pub/release-85/fasta/gallus_gallus/dna/) using Hisat2 ver 2.0.4 tool^72^. Hisat2 is a fast and sensitive alignment tool for mapping next-generation sequencing reads. During analysis through Hisat2, we used the default options, and added the–dta-cufflinks option, which report alignments tailored specifically for Cufflinks. Next, we used the Featurecount tool^73^ to count the number of reads for each gene.

### Differentially expressed genes analysis

DEGs were identified using Cufflinks ver 2.2.1^74^ and R package edgeR^75^. First, we used the Cufflinks tool following the default options, and added the -g/–GTF-guide, which finds novel genes and isoforms by Reference Annotation Based Transcript (RABT) assembly. Next, cuffdiff within cufflinks uses the normalized RNA-seq fragment to estimate transcript abundance. Fragments per kilobase of exon per million fragments mapped (FPKM) of each sample were counted to estimate the expression levels of the transcripts. Cuffdiff was used to estimate the differential expression of transcripts across condition points and identify significant changes in gene expression. Since cuffdiff can detect DEGs between two samples, we compared DEGs in the kidney samples from the 0.8 and 1.0% Ca intake, 0.8 and 1.2% Ca intake, and 1.0 and 1.2% Ca intake groups. Significant DEGs were identified by a false discovery rate (FDR) of <0.05. Moreover, cummeRbund^76^ was used for the visualization and exploration of cuffdiff results. Second, we used the R package edgeR, which is based on a negative binomial model and count data. When a negative binomial model is used, the dispersion should be computed before DEGs analysis is implemented. Generalized linear models (GLM) state the probability distributions based on the relationship between mean and variance. The GLM likelihood ratio test is based on the idea of fitting negative binomial GLMs with Cox-Reid dispersion estimates. This automatically takes all known sources of variation into account. Significant DEGs were detected with a cut-off value of FDR < 0.1.

### Quantitative real-time PCR analysis

qRT-PCR analysis was performed to validate the expression of seven DEGs between the Ca treatments, and the results were screened using both cuffdiff and edgeR (four genes), or edgeR alone (three genes) (Table S1 Total RNA (1 μg) from the kidneys of chickens fed three different Ca concentrations was reverse-transcribed using SuperScript™ III cDNA synthesis kit (Thermo Fisher Scientific) according to manufacturer’s guidelines. cDNA was then amplified using TaqMan PreAmp Master Mix Kit (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s protocol. PCR was performed in an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). The PCR mix consisted of 10 μL 2 × TaqMan Fast Universal PCR Master Mix, No AmpErase UNG, 1 μL 0.2 μM TaqMan probe, 3 μL 1.5 μM forward primer, 1.4 μL 0.7 μM reverse primer, and 1.33 μL of cDNA to a final volume of 20 μL. The PCR was initiated with 10-minutes incubation at 95 °C, followed by 40 cycles of 95 °C for 15 seconds and 60 °C for 60 seconds. All samples were amplified in triplicate and the data were analysed with Sequence Detector software (Applied Biosystems). The gene expression was calculated after normalization to chicken glyceraldehyde-3-phosphate dehydrogenase gene (*GAPDH*), and using the 2^−ΔΔCt^ method^77^.

### Pathway enrichment analysis

The chicken Ensembl gene IDs were converted into official gene symbols by cross matching to human Ensembl gene IDs, and to official gene symbols using the DAVID program^78^. The official gene symbols of human homologues of chicken genes were then used for functional clustering and enrichment analyses using the DAVID program. The representation of functional groups in three pairwise comparison treatments, as 0.8 and 1.0, 0.8 and 1.2, and 1.0 and 1.2% Ca intake relative to the whole genome, was investigated using the Expression Analysis Systematic Explorer (EASE) tool^79^ within DAVID. Pathway analysis of DEGs was carried out using the KEGG tool. To identify enriched KEGG pathways, functionally clustered genes were filtered by EASE value < 0.1.

### Protein/protein interaction network and Co-occurrence analysis

We used the STRING database^80^ to construct the protein/protein interaction network. During the STRING analysis, we set parameters to include proteins with at least one connection, and a medium confidence score (≥0.4). In addition, we used text mining methods to screen the DEGs related to hypertension and blood pressure by the COREMINE^81^ and the IPAD^82^ databases, respectively. The DEGs and the exact keywords hypertension, blood pressure, chicken, kidney, and Ca were input into COREMINE for co-occurrence analysis, and disease information among DEGs was mined in the IPAD database.

### Accessions codes

The raw RNA-seq data obtained from the kidney of broiler chickens fed diets containing 0.8, 1.0, and 1.2% Ca were deposited at the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession GSE89544.

## Electronic supplementary material

Supplementary Figure and Table

# Supplementary material for: RNA-seq analysis of the kidneys of broiler chickens fed diets containing different concentrations of calcium
**Source:** Sci Rep. 2017 Sep 18;7:11740. doi: 10.1038/s41598-017-11379-7
**Supplement:** Supplementary file 1 — Supplementary Figure and Table

**Supplementary Information for**

**RNA-seq analysis of the kidneys of broiler chickens fed diets containing different concentrations of calcium**

Woncheoul Park^1,4, †^, Deivendran Rengaraj^2,^ ^†^, Dong-Yong Kil^2^, Heebal Kim^1^, Hak-Kyo Lee^3,*^, Ki-Duk Song^3,*^

^†^ These authors equally contributed and should be regarded as co-first authors.

**Table of contents**

**Supplementary Fig. S1-S3**

Supplementary Fig. S1 | Scatterplots of 5 DEGs that were identified by only edgeR tool.

Supplementary Fig. S2 | qRT-PCR validation of DEGs identified using either the cufflinks and edgeR tools or edgeR alone.

Supplementary Fig. S3 | Protein/protein interaction network of DEGs (4 upregulated and 6 downregulated) identified using the edgeR/cufflinks.

**Supplementary Tables S1-S4**

Supplementary Table S1 | The primer sequences of DEGs used for qRT-PCR analysis.

Supplementary Table S2 | List of DEGs identified from pairwise comparison among three different Ca intake using the cufflinks tool.

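Each entry of this table gives a locus with the cuffdiff fold change between a pair of groups, computed from fragments per kilobase rather than from the counts per gene. Of its 372 entries, 48 were assigned by the Ensembl identifier they carry and 207 by a single counted gene with at least 0.9 of its span inside the locus. Another 82 have no gene name, 20 cover several counted genes and 14 give several names. An infinite fold change, given to 9, 14 and 6 entries of the comparisons of 0.8 with 1.0%, 0.8 with 1.2% and 1.0 with 1.2% Ca, stands for no fragments in a single group of the pair and some in the other. Across the matched genes the fold changes of cuffdiff and of the counts correlated at r = 0.891, 0.977 and 0.899 for the comparisons in that order (across genes, which are not independent replicates). The median size of the log2 fold change was 0.922, 0.996 and 1.08 by cuffdiff (the paper's values) and 0.87, 0.946 and 1.00 from the counts. DPP6 had log2 fold changes of 4.98, 3.03 and -1.96 in the paper's table.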

Supplementary Table S3 | Enriched KEGG pathways of the DEGs identified using the edgeR tool.

Supplementary Table S4 | Annotation of the co-occurrence of DEGs identified using the edgeR/cufflinks tools with IPAD database.

**

Supplementary Figure S1. Scatterplots of 5 DEGs that were identified by only edgeR tool.** Of these 5 DEGs, 2 were upregulated (ENSGAL00000028627 and FABP4) and 3 were downregulated (ENSGAL00000028428, ADAMTS8, and AP3S2).

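ENSGALG00000028627 (chromosome 1 of Galgal4, 52940575 to 52949238) had 4 counts in replicate 1 and 0 counts in replicates 3 and 4 at 0.8% Ca. It was at 1.89 ± 1.81 CPM (SD, n = 4) at 1.0% Ca, with 0 counts in replicate 1, and at 5.28 ± 0.534 CPM (SD, n = 3) at 1.2% Ca. ENSGALG00000028428 (chromosome 10, 9924418 to 9925428) was at 2.74 ± 0.760 CPM (SD, n = 3), 1.18 ± 0.618 CPM (SD, n = 4) and 0.629 ± 0.0854 CPM (SD, n = 3) in order of Ca intake. Both have few counts. ENSGALG00000028627 had 36, 36 and 46 counts in the birds at 1.2% Ca, and ENSGALG00000028428 had 4, 5 and 5 counts there and 22, 17 and 15 counts at 0.8% Ca.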

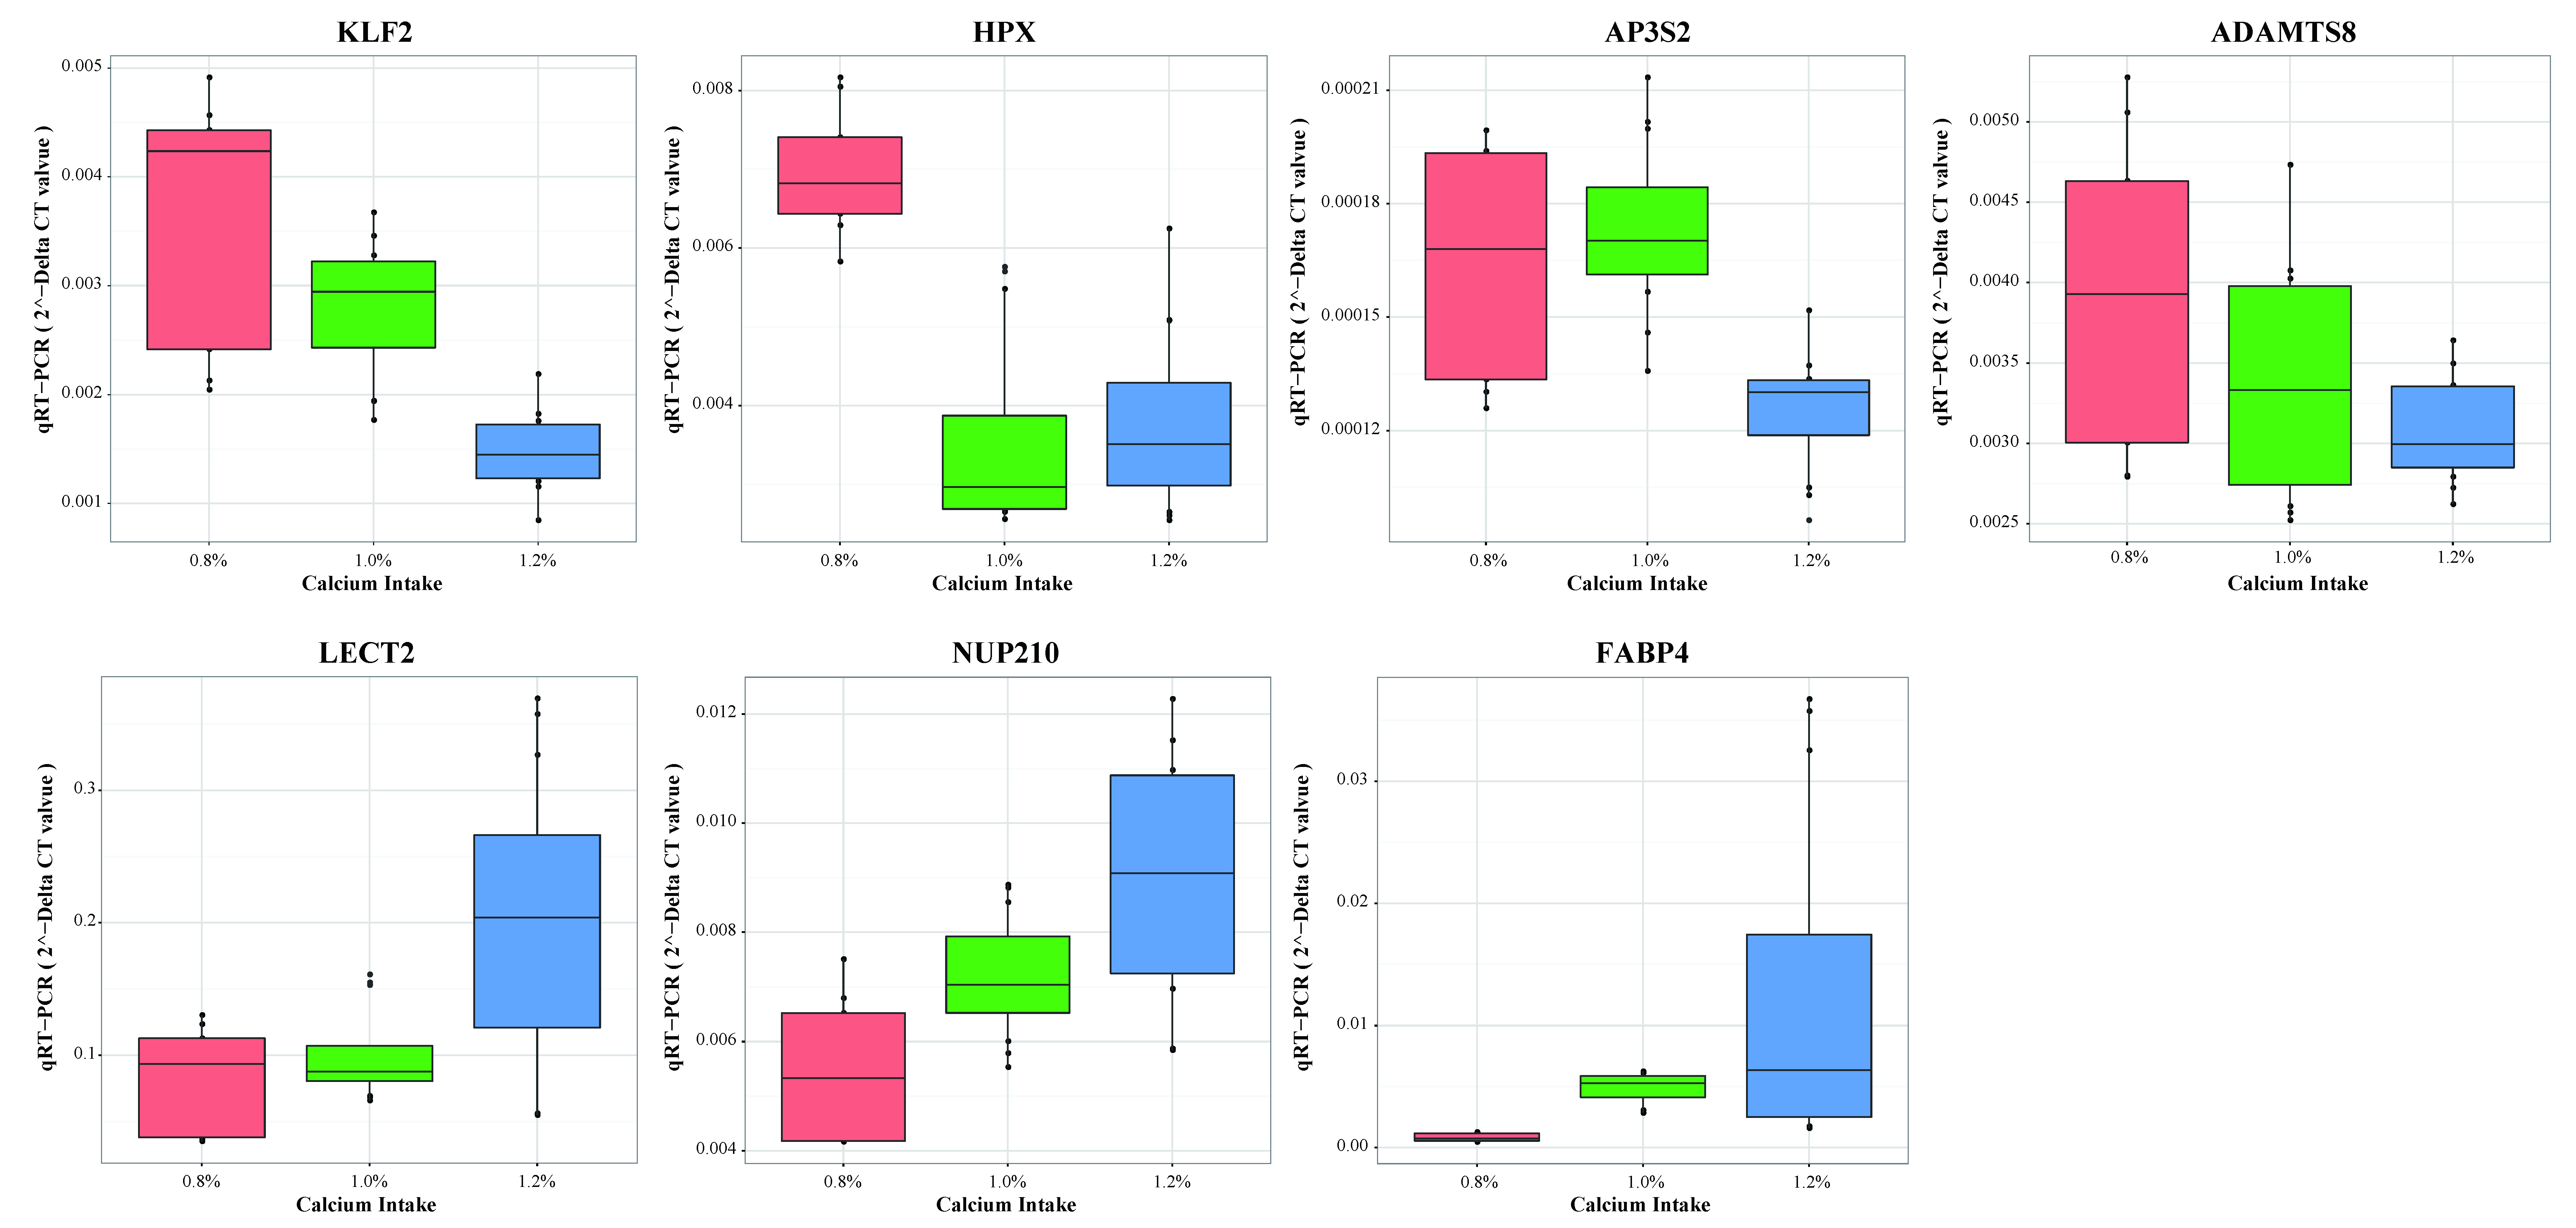
**Supplementary Figure S2. qRT-PCR validation of DEGs identified using either the cufflinks and edgeR tools or edgeR alone.** *KLF2, HPX, LECT2,* and *NUP210* were identified by both cufflinks and edgeR tools. *AP3S2, ADAMTS8,* and *FABP4* were identified by only edgeR tool.

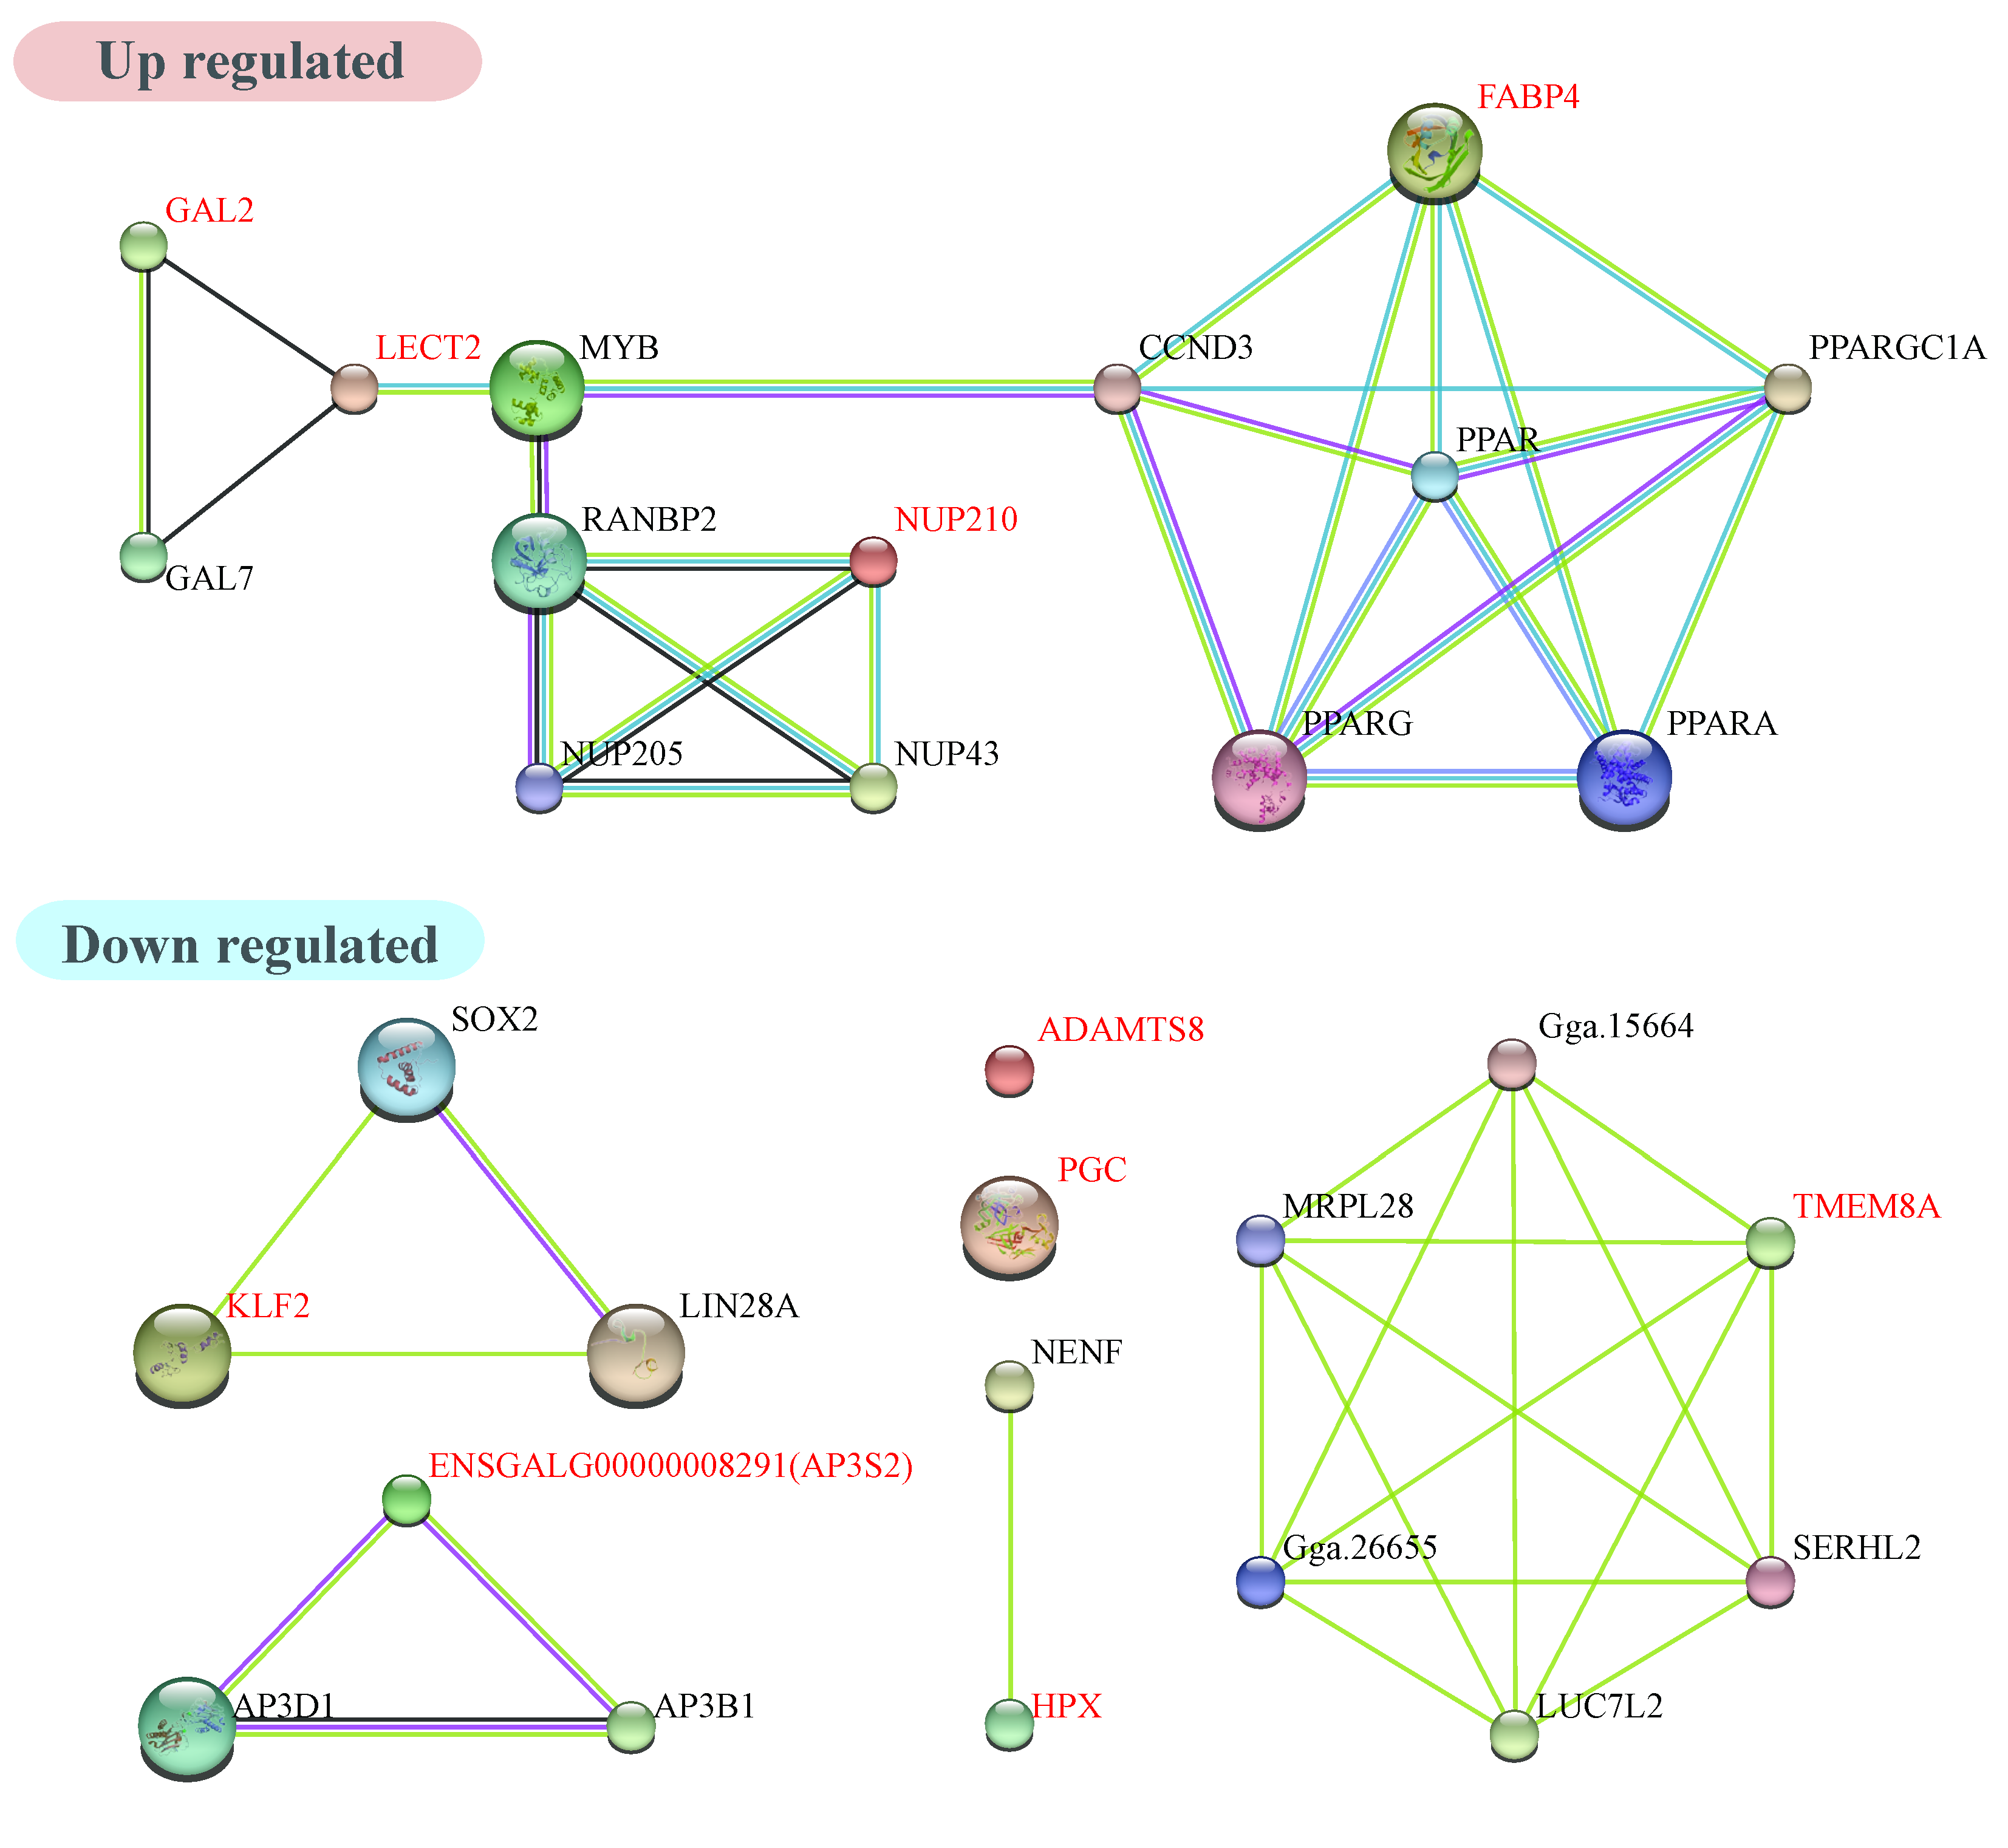
**Supplementary Figure S3. Protein/protein interaction network of DEGs (4 upregulated and 6 downregulated) identified using the edgeR/cufflinks.** This interaction network was prepared using STRING, and the parameters set were proteins with at least 10 connection and a medium confidence scores (>=0.4).

**Supplementary Table S1. The primer sequences of DEGs used for qRT-PCR analysis.**

| **Gene** | **Gene full name?** | **Ensembl Accession No.** | **Primer sequence (5` to 3`)** | |
| --- | --- | --- | --- | --- |
| *KLF2* |  | ENSGALG00000003939 | F | CCCACCTGCGGACACA |
|  |  |  | R | CAGCCCTCCCAGTTGCA |
| *HPX* |  | ENSGALG00000022586 | F | GCCGAGGGCACAGACAT |
|  |  |  | R | ACTGCAGCGGTCACCAG |
| *LECT2* |  | ENSGALG00000006323 | F | GATACGGCTGCGGCAATTAC |
|  |  |  | R | GCCCTTGTGCTTTTCTCCTTT |
| *NUP210* |  | ENSGALG00000005078 | F | GTCTCATCTCAAGGCAGCTAAAGTA |
|  |  |  | R | GGTGGCAGACACTGGTAGAA |
| *AP3S2* |  | ENSGALG00000008291 | F | CGGCTCGTCCGCTTCTAC |
|  |  |  | R | CCGCAGCACCATAGAAGGT |
| *ADAMTS8* |  | ENSGALG00000001370 | F | GCACTATGACACTGCCATCCT |
|  |  |  | R | CGTGTCGCAGCCTTGATG |
| *FABP4* |  | ENSGALG00000015767 | F | CCTGGAAGCTCCTTTCTAGTGAAAA |
|  |  |  | R | CAGCCATCTTCCTGGTAGCAAA |
| *GAPDH* |  | ENSGALG00000014442 | C | TCGTCAAGCTTGTTTCCTGGTATGA |

**Supplementary Table S2. List of DEGs identified from** **pairwise comparison among three different Ca intake using the cufflinks tool.**

**Supplementary Table S3. Enriched KEGG pathways of the DEGs identified using the edgeR tool.**

| **Gene symbol** | **Gene full name** | **KEGG Pathway 1** | **KEGG Pathway 2** |
| --- | --- | --- | --- |
| *KLF2* | Krueppel-like factor 2 | FoxO signaling pathway | Embryonic and Induced Pluripotent Stem Cell Differentiation Pathways |
| *ADAMTS8* | ADAM metallopeptidase with thrombospondin type 1 motif, 8 | Degradation of the extracellular matrix | O-linked glycosylation |
| *AP3S2* | Adaptor related protein complex 3 sigma 2 subunit | Lysosome |  |
| *PGC* | Progastricsin (pepsinogen C) |  |  |
| *HPX* | Hemopexin |  |  |
| *FABP4* | Fatty acid-binding protein 4 | PPAR signaling pathway | Regulation of lipolysis in adipocytes |
| *LECT2* | Leukocyte cell derived chemotaxin 2 |  |  |
| *NUP210* | Nucleoporin 210kDa | RNA transport |  |
| *GAL2* | Galanin receptor 2 | Neuroactive ligand-receptor interaction |  |
| *TMEM8A* | Transmembrane protein 8A |  |  |
| ENSGALG00000028428 | Novel gene |  |  |
| ENSGALG00000028627 | Novel gene |  |  |

**Supplementary Table S4. Annotation of the co-occurrence of DEGs identified using the edgeR/cufflinks tools with IPAD database.**

How the deposited data were processed for this re-analysis (not part of the article)

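Kidney RNA of 10 broiler chickens fed 0.8% Ca (3 birds), 1.0% Ca (4 birds) or 1.2% Ca (3 birds) was sequenced at 21 days post-hatch, 1 library per bird. The authors removed adapters and short reads with Trimmomatic 0.32, aligned the read pairs to Galgal4 with HISAT2 2.0.4 and counted fragments over the exons of each Ensembl gene with featureCounts 1.5.0-p3. The table holds raw fragment counts as whole numbers for 17108 genes, with no normalization, and the length of each gene's exons. The counting was run on fragments without a strand option, so fragments from both strands were counted, and fragments overlapping several genes were left out.

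Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, which kept 12187 genes, and library sizes were scaled by TMM. A quasi-likelihood negative binomial model was fitted to all libraries, with the Ca concentration as a number for the slope and as a group for the pairs 0.8 and 1.0%, 0.8 and 1.2%, and 1.0 and 1.2% Ca. The departure from a straight line is the log2 value at 1.0% Ca minus the mean of those at 0.8 and 1.2% Ca. All tests are two-sided, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. The thresholds are those of the paper, an adjusted p under 0.1 for the slope and under 0.05 for pairs, and 0.05 was used for the departure. The likelihood ratio test that the paper names for the slope was run on the same model, and its results are given beside those of the quasi-likelihood test. Values per library are CPM on TMM-scaled library sizes.

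The counted fragments per library, between 6176553 and 7857813, set how small a level can be measured, and a gene at 1 CPM receives 6 to 8 counts. On simulated counts with the sizes and spread of these libraries, in which 200 of 12187 genes changed, the quasi-likelihood test for the slope recovered 61.2% of changes of 2-fold between 0.8 and 1.2% Ca, 94.0% of 4-fold and 97.0% of 8-fold, with 16 false calls. Recovery by the likelihood ratio test was 67.2%, 98.5% and 98.5%, with 56 false calls. Between 0.8 and 1.2% Ca the false calls were 7 for the quasi-likelihood test and 42 for the likelihood ratio test. The simulated genes varied independently, without lane or bird effects shared by many genes, so these figures may not hold for the real libraries. Other groupings of the real libraries gave up to 327 calls for the slope by the quasi-likelihood test and up to 716 by the likelihood ratio test.

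The alternatives were the likelihood ratio test, DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE and upper-quartile factors, total counts, no filter on low counts, a filter at 1 CPM in at least 3 libraries, robust empirical Bayes, lane as a covariate, the replicate number as a block, each pair of groups fitted alone, other thresholds, and each library left out in turn. They were chosen before the data were examined. The older dispersion estimators of edgeR, the offsets per chromosome class and the alternatives to the likelihood ratio results were added after seeing the data. Each comparison was also repeated on other groupings of the same libraries, 100 drawn at random where there were more.

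Sets of genes were tested with camera of limma with a preset correlation of 0.01, again with an estimated correlation, and with fry. There were 30 lists, written before the data were examined, and those with at least 5 measured members that could be identified by name were tested, which left 9. Their p-values were adjusted over the lists of a comparison, and a list was called at an adjusted p under 0.05 in every comparison, the slope included. Members were identified only by the names that Tables 3, S1 and S2 give. Apart from GAPDH, those tables name only genes that the paper called on these samples. Every other member was therefore chosen for a difference in some comparison or in the slope. Of 70 genes of the mitosis list 32 could be identified, and of 56 extracellular matrix genes 11. The counts of members that share a direction, and the camera p-values against all genes, were partly fixed by that choice.

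The genes named are those of Table 3, DPP6 and GAPDH, the 10 largest changes in each direction among genes past the threshold whose groups do not overlap, up to 4 members of each described list with the smallest p and the members the paper names, and, of Table S2, the 5 named genes with the largest cuffdiff statistic per comparison. The rule was written before the counts were seen, but the values in Tables 3 and S2 had been read. Other genes named are said to have been chosen by their result. The entries of Table S2 were matched to counted genes by identifier or by locus.

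Libraries far from the others were sought with Dixon's test in the 1.0% Ca group, since groups of 3 birds are too small for it. Counts relative to GAPDH were compared with exact permutation tests. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9. Growth performance, qRT-PCR, protein interaction and text-mining results were not analysed here, and cuffdiff, which needs the reads, was not run.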

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

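The tests of lane and of dietary Ca for the chromosome pattern were chosen after the result was seen, and those of library size and exon length before.

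In the group at 1.0% Ca, 67 sets of 4 values were examined for a bird far from the other 3, and 7 had one, where chance gives 3.35 (1 in 20). Replicate 3 at 1.0% Ca had an alignment rate of 92.96% against 95.38 to 95.45% in the others, by the paper's Table 2. Its share of trimmed pairs assigned to genes was 61.39% against 64.43 to 64.89%. CD180, a receptor of B cells and macrophages, was at 10.6 CPM in that bird and 3.07 to 4.09 CPM in the others. Replicate 4 at 1.0% Ca stood apart in COL8A1, at 285 CPM against 127 to 150 CPM. It also stood apart in the mean of the extracellular matrix genes, 0.831 against 0.0539 to 0.14, and in that of the purine and pyrimidine genes, 0.235 against -0.107 to -0.0539 (log2 from the average of the 10 libraries). Replicate 1 at 1.0% Ca stood apart in the beta-defensin GAL1, at 49.6 CPM against 19.9 to 23.4 CPM.

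Genes outside those the paper discusses differed by the size of their chromosome, with genes on small chromosomes relatively lower at 1.2% Ca than at 0.8% Ca. Sex chromosomes Z and W were left out of both classes. On the 21 other chromosomes with a last annotated base below 20000000, 59.8% of 4247 genes were lower at 1.2% Ca, with a median log2 difference of -0.05. On the 5 other chromosomes from 50000000 upward, 38.7% of 5235 genes were lower, with a median of 0.06. The median was -0.35 over 38 genes on chromosome 16, -0.25 over 104 genes on chromosome 25 and -0.21 over 537 genes on unplaced sequence. The difference in the mean of small minus large chromosomes between 0.8 and 1.2% Ca was 0.108 on the log2 scale (two-sided exact permutation test over 4200 arrangements, p = 0.00333), and 0.0851 without replicate 1 at 0.8% Ca.

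The tables argue against library size and exon length as the whole cause. The difference between 0.8 and 1.2% Ca stayed at 0.105 with every library thinned to the smallest total. It stayed at 0.094 or more within the short, middle and long genes by exon length. Within 1.0% Ca, lane 2 exceeded lane 1 by 0.000774 (standard error 0.0237), but so few libraries per lane cannot exclude lane. Dietary Ca stays open, because the difference was 0.0873 between 0.8 and 1.0% Ca within lane 2 but 0.0198 between 1.0 and 1.2% Ca within lane 1, where the birds overlap. The alignment rate was not tested for this pattern. The index of small minus large chromosomes was highest, 0.113, in replicate 1 at 0.8% Ca (alignment rate 94.77%). It was lowest, -0.0734, in replicate 1 at 1.2% Ca, which had the highest rate, 95.62%. Replicate 3 at 1.0% Ca, with the lowest rate, 92.96%, was at 0.00315. GC content, which rises on small chromosomes of birds, was not tested either, as no genome sequence was used here, so a technical cause may remain.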

How the results depend on the processing

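The alternatives added after seeing the data are the older estimators, the chromosome class offsets and those to the likelihood ratio results. Of 2061 values of named genes under the alternatives, 1966 kept direction and side of the threshold, 68 newly passed it and 27 changed direction. The quasi-likelihood fits they were set against called 0 genes. Keeping the side of the threshold thus meant staying uncalled, and no gene could lose a call. Of 630 values of gene lists, 519 kept both, 90 no longer passed and 21 newly passed. The cause of the changes below was not tested.

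The quasi-likelihood counts of 0 were also 0 by limma-voom, under the RLE, upper-quartile and total-count scalings, without a filter on low counts, with the filter at 1 CPM, with robust empirical Bayes, with lane and with the replicate block. In the order slope, 0.8 and 1.0%, 0.8 and 1.2%, 1.0 and 1.2% Ca, and departure, the likelihood ratio test called 35, 22, 19, 3 and 3 genes. With the filter at 1 CPM in 3 libraries it called 36, 22, 20, 3 and 3, and with no filter on low counts 31, 8, 15, 1 and 3. DESeq2 called 56, 31, 42, 3 and 8. The older estimators called 12, 9, 4, 2 and 4. Between 0.8 and 1.0% Ca, fitting only the libraries of the 2 groups called 1, and an adjusted p under 0.1 called 1.

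Leaving out each library in turn, the quasi-likelihood test called 0 to 44 for the slope (44 without 1.2% Ca replicate 3), 0 to 2 between 0.8 and 1.0% Ca (2 without 1.2% Ca replicate 2), 0 to 0 between 0.8 and 1.2% Ca, 0 to 1 between 1.0 and 1.2% Ca (1 without 1.0% Ca replicate 3 and 1 without 1.2% Ca replicate 2) and 0 to 1 for the departure (1 without 1.2% Ca replicate 2). The likelihood ratio test called 2 to 220 for the slope (2, 21, 62, 21, 3 and 220 without 0.8% Ca replicate 1, 1.0% Ca replicates 2 and 3, and 1.2% Ca replicates 1, 2 and 3). It called 3 to 50 between 0.8 and 1.0% Ca (3, 9, 14, 3, 50 and 47 without 0.8% Ca replicates 1, 3 and 4, 1.0% Ca replicate 4, and 1.2% Ca replicates 1 and 3), 0 to 88 between 0.8 and 1.2% Ca (2, 35, 0 and 88 without 0.8% Ca replicate 1, 1.0% Ca replicate 3, and 1.2% Ca replicates 2 and 3), 1 to 54 between 1.0 and 1.2% Ca (1, 1, 10, 54, 5 and 6 without 0.8% Ca replicates 3 and 4, 1.0% Ca replicate 1, and 1.2% Ca replicates 1, 2 and 3) and 1 to 53 for the departure (1, 6, 53, 5 and 9 without 0.8% Ca replicate 1, 1.0% Ca replicate 3, and 1.2% Ca replicates 1, 2 and 3). For the slope it called 64 with lane in the model (42 rising and 22 falling, against 5 and 30, with 4 genes shared), 8 with the replicate block and 12 with the older estimators. The correlation of same-numbered birds had a median of -0.0399 over 8 pairs (-0.411 to 0.319), and that of other birds -0.00522 over 25 pairs (-0.343 to 0.465). This gives no sign that the replicate numbers pair the birds, but so few pairs cannot exclude it.

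With lane in the model, the slopes of GAPDH and TMEM8A turned to -0.22 and 1.00, PDE1C between 0.8 and 1.2% Ca to -0.19, and HPX and HMGA1 between 1.0 and 1.2% Ca to 0.33 and 0.0231. The slope of DPP6 turned to -0.66 by limma-voom, that of GAPDH to -0.0194 with chromosome class offsets, HMGA1 between 1.0 and 1.2% Ca to 0.00096 with upper-quartile factors, and the departure of AP3S2 to 0.0125 with the replicate block. Over the fits without 1 library the slope of GAPDH ranged from -0.18 to 0.25 and that of TMEM8A from -5.17 to 0.69. CHAC1 between 0.8 and 1.0% Ca ranged from -0.0443 to 1.02 (negative without 1.0% Ca replicate 2) and DPP6 between 0.8 and 1.2% Ca from -1.02 to 3.40 (negative without 1.2% Ca replicate 2). Between 1.0 and 1.2% Ca, HPX ranged from -0.21 to 0.25 and HMGA1 from -0.12 to 0.0585 (positive without 1.0% Ca replicates 1 and 4 and 1.2% Ca replicate 2). The departure of KLF2 ranged from -0.0166 to 0.28, of NUP210 from -0.0873 to 0.14, for AP3S2, departure from a straight line, from -0.0549 to 0.0543 (positive without 0.8% Ca replicate 3, 1.0% Ca replicates 2 and 4 and 1.2% Ca replicate 3) and of ENSGALG00000028428 from -0.45 to 0.14 (positive without 1.0% Ca replicate 4).

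Of 45 tests of gene lists camera called 26 at an adjusted p under 0.05, the slope included, with the preset correlation, 0 with an estimated correlation and 3 by fry. A gene with few counts, such as ENSGALG00000028428 with 3 to 22 per library, is limited by depth.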

Differences from the paper's values

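For the slope on Ca intake the paper gives 12 genes at a false discovery rate under 0.1, and the quasi-likelihood test of edgeR called 0 at that threshold, with 1099 at an unadjusted p under 0.05. None of the 24 alternatives set before the data were examined came within 1.5 times the paper's number, and their counts ranged from 0 to 56. The likelihood ratio test that the paper names called 35, of which 8 are among the paper's 12 (KLF2, ADAMTS8, AP3S2, PGC, FABP4, NUP210, ENSGALG00000028627 and ENSGALG00000028428). DESeq2 called 56, with 6 of the paper's 12. Likelihood ratio tests with the older dispersion estimators of edgeR, chosen after seeing the values, called 12 and dropped 2 of the paper's genes, TMEM8A and ENSGALG00000028428.

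Between 0.8 and 1.0% Ca the paper's cuffdiff gives 128 genes, and the quasi-likelihood test called 0, with 1034 at an unadjusted p under 0.05. Between 0.8 and 1.2% Ca the paper gives 141 against 0, with 1075 at an unadjusted p under 0.05. Between 1.0 and 1.2% Ca it gives 103 against 0, with 448 at an unadjusted p under 0.05. None of the 25 alternatives of each comparison set before the data were examined came within 1.5 times the paper's number, with ranges of 0 to 31, 0 to 42 and 0 to 3. The likelihood ratio test called 22, 19 and 3, DESeq2 31, 42 and 3, and limma-voom 0 in each. The paper's numbers count loci assembled from the reads, with infinite values included, rather than annotated genes.

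TMEM8A has a log2 slope of -4.43 per percentage point of Ca in the paper's Table 3 and of -1.58 here (standard error 1.84). As Tables 3 and S2 print no errors, a value of the same sign is called within error below if it lies within 1 standard error, that of the quasi-likelihood fit to all 10 libraries, of the paper's. The paper's values come from the same birds, so an error that measures the spread between birds is a wide allowance here. By that measure the TMEM8A slope differs, although it lies within 2 standard errors. Of the 23 alternatives set before the data were examined, 2 were within error of the paper's value, the replicate block (-3.39) and the fit without replicate 2 at 1.2% Ca (-5.17), and the other 21 were not. The highest TMEM8A value at 1.2% Ca is about 13 CPM in Fig. 2D, read by eye, and 39.5 CPM here in replicate 2, with a range of 39.3 to 40.2 CPM over 3 scalings, none of which was within 1.5 times the paper's. The slopes of 11 of the 12 genes of Table 3 were within error of the paper's, and within 2 standard errors all 12 were.

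HMGA1 has a log2 fold change of 5.38 between 0.8 and 1.0% Ca in the paper's Table S2 and of 0.25 here, and of -5.31 between 1.0 and 1.2% Ca in the paper and -0.0195 here. None of the 24 alternatives of either comparison set before the data were examined was within error of the paper's value, with ranges of 0.16 to 0.40 and -0.12 to 0.06. Of 15 fold changes of Table S2 compared, 13 were within error.

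The paper names DPP6 in each pairwise comparison. Here the likelihood ratio test called it between 0.8 and 1.0% Ca alone (adjusted p = 0.0401), and 0 genes were called in all 3 comparisons. The fit of only the libraries of both groups also called DPP6 between 0.8 and 1.0% Ca (adjusted p = 0.00215, range over the alternatives 0.00069 to 0.827), as did the older estimators (adjusted p = 0.00284), which were chosen after seeing the values. Without replicate 2 at 1.2% Ca the quasi-likelihood test called it in the comparisons with 1.0% Ca. The paper describes a linear increase of DPP6 with Ca. DPP6 was at 1.87 ± 0.858 CPM (SD, n = 3) at 0.8% Ca, 55.6 ± 10.7 CPM (SD, n = 4) at 1.0% Ca and 13.7 ± 22.1 CPM (SD, n = 3) at 1.2% Ca. The paper describes a linear decrease of TMEM8A, which was higher at 1.2% than at 1.0% Ca here, by 0.58 on the log2 scale (adjusted p = 0.961 from the quasi-likelihood test). This value rests on replicate 2 at 1.2% Ca, at 39.5 CPM against 6.07 and 7.16 CPM in its group, and without this bird the difference turned to -0.82, the direction of the paper.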

Other observations

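The tests below of one library, lane and dietary Ca for the mitosis genes, of dietary Ca for DPP6 and of heterophil RNA, the values within lanes and the genes called without 1 bird were chosen after the result was seen, and those of alignment rate, a mislabelled sample, a variant and the regroupings before. How the mislabelling and variant tests are read was changed after their values were seen.

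Genes of macrophages were lower at 1.0% Ca than at 0.8% Ca in all 8 measured members, with a median log2 fold change of -0.75 (adjusted p = 0.00146 by camera, and adjusted p = 0.365 with an estimated correlation). They were higher at 1.2% than at 1.0% Ca in all 8, with a median of 0.74 (adjusted p = 0.000119, and adjusted p = 0.354 with an estimated correlation). Nox2, the oxidase of phagocytes, was at 64.0 ± 15.8 CPM (SD, n = 3) at 0.8% Ca, 36.5 ± 13.8 CPM (SD, n = 4) at 1.0% Ca and 79.5 ± 55.4 CPM (SD, n = 3) at 1.2% Ca, and TLR7 was at 54.9, 33.5 and 71.4 CPM. The first difference missed the threshold without replicate 1 at 0.8% Ca (adjusted p = 0.0679, range over the alternatives 1.15e-05 to 0.365), and the second without replicate 3 at 1.2% Ca (median 0.327, adjusted p = 0.12, range 4.28e-15 to 0.438). The birds did not all share these differences. In the list mean (log2 from the average of the 10 libraries) replicate 1 at 1.2% Ca was at -0.885, within the range at 1.0% Ca, -0.888 to 0.171. Genes induced by interferon were higher in all 9 members at 1.0% Ca (median 0.60, adjusted p = 0.00236, and adjusted p = 0.365 with an estimated correlation) and at 1.2% Ca (median 0.74, adjusted p = 0.00405, and adjusted p = 0.404 with an estimated correlation) than at 0.8% Ca. These missed the threshold without replicate 4 at 1.0% Ca (median 0.380, adjusted p = 0.0575, range 6.41e-08 to 0.365) and without replicate 2 at 1.2% Ca (median 0.365, adjusted p = 0.139, range 2.59e-10 to 0.404). The interferon list mean was -0.592 and -0.499 in replicates 1 and 2 at 1.0% Ca and -0.608 in replicate 3 at 1.2% Ca. Those lie within the range at 0.8% Ca, -0.803 to -0.146. Immediate early genes were lower at 1.2% than at 1.0% Ca in all 9 members (median -0.54, adjusted p = 0.00175, and adjusted p = 0.354 with an estimated correlation). EGR1 was at -0.89, and at -0.47 without replicate 4 at 1.0% Ca. The list missed the threshold without that bird (median -0.290, adjusted p = 0.0778, range 4.17e-05 to 0.438), and its median was -0.247 without replicate 2 at 1.2% Ca. None of the genes named here passed the quasi-likelihood or the likelihood ratio test over all genes. The members were all called by the paper on these birds, so the lists are not independent evidence.

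Markers of red blood cells, adipocytes and the endothelium had too few named members for a test. TSPO2 of red blood cells had a slope of 3.42 (standard error 1.04, adjusted p = 0.44 from the quasi-likelihood test), and of 1.83 without replicate 1 at 1.2% Ca. The 2 adipocyte markers went opposite ways, LPL at -1.89 (adjusted p = 0.506; -1.12 without replicate 1 at 0.8% Ca) and FABP4 at 9.33 (adjusted p = 0.387). Of the endothelium, APLNR was at -2.20 (adjusted p = 0.477), and at -3.65 without replicate 3 at 1.2% Ca, KLF2 at -2.50 (adjusted p = 0.371) and APOLD1 at -3.52 (adjusted p = 0.487; -1.94 without replicate 1 at 0.8% Ca). Lanes 1 and 2 within 1.0% Ca differed in 0 genes by the quasi-likelihood test, with 903 at an unadjusted p under 0.05. Within lane 1, 1.2% against 1.0% Ca gave 0 with 427, and within lane 2, 1.0% against 0.8% Ca gave 0 with 1302. Other tools were not run on these.

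Genes of mitosis were higher at 1.2% than at 0.8% Ca, and the tables leave more than one explanation open. Without replicate 1 at 0.8% Ca, which is lowest in all 32 genes, the median was 0.456 of a log2 unit. Lane 1 exceeded lane 2 by 0.726 (standard error 0.298) within 1.0% Ca, against a difference of 1.11 between 1.2 and 0.8% Ca, so one library and the lane may each account for a large part. The list mean correlated with the alignment rate at r = 0.505 (two-sided permutation p = 0.112) and rho = 0.754 (p = 0.0154) over 10 libraries, and at r = 0.782 without the 2 libraries farthest from the median rate. Within lane 1 it was r = 0.914 (exact permutation p = 0.0667 over 120 arrangements) and rho = 0.667. Within lane 2 it was r = 0.252 (exact permutation p = 0.65) and rho = 0.6. Adjusted for lane it was r = 0.274. With 5 libraries per lane, whether the relation holds in both lanes stays open. Dietary Ca cannot be told apart from these, because the smaller of the differences within a lane was 0.0121, and 1.0% minus 0.8% Ca in lane 2 was 0.376 with and -0.267 without replicate 1 at 0.8% Ca.

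DPP6 was near 0 in 5 birds and above 39 CPM in the other 5. A mislabelled bird stays open, because replicate 2 at 1.2% Ca lay nearer the 1.0% Ca mean at 60.8% of the genes that differ, but replicates 1 and 3 did so at 91.6% and 81.5%, so the measure does not tell the groups apart. TF, called by the likelihood ratio test with or without this bird, placed it with its label, at 339.7 CPM against 301.6 and 324.7 CPM in its group and 143 to 201.6 CPM at 1.0% Ca. Of the 5 genes called without the bird, TF was the 1 at which it lay nearer its own group. For replicates 1 and 3 at 1.2% Ca it was 3 of 52 and 1 of 4 genes called without the bird. For replicates 1 to 4 at 1.0% Ca it was 3 of 10, 1 of 3, 1 of 2 and 1 of 3. Birds not in question thus also lay nearer the other group at many of these genes, so this check cannot decide. A variant carried by some birds stays open, because 1 other gene, ENSGALG00000027989, was off in some birds and on in others, and a variant at DPP6 alone needs no other. Dietary Ca stays open as well, because the Fisher exact p of 0.0476 is for a gene picked for its difference. No bird's genotype was used here.

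LECT2, GAL1 and GAL2 varied together across the 10 birds, and a hypothesis is that they come from heterophils in the tissue. LECT2 and GAL2 correlated at r = 0.987 (permutation p = 1e-05) and rho = 0.988 (p = 2e-05), r = 0.989 without the 2 farthest birds, adjusted p = 5e-05 over 10 pairs. LECT2 and GAL1 had r = 0.976 (p = 1e-05) and rho = 0.939 (p = 2e-04), 0.968 without the 2 farthest, adjusted p = 5e-05. GAL2 and GAL1 had r = 0.977 (p = 2e-05) and rho = 0.964 (p = 5e-05), 0.967 without the 2 farthest, adjusted p = 6.67e-05. The members that correlated above 0.7 with the mean of the others were 3 of 5, and SERPINB10 (0.0856) and Ex-FABP (0.144) did not, so RNA from heterophils may or may not account for it. GAL1 and GAL2 are neighbours on chromosome 3, so shared regulation remains open. Within lanes 1 and 2 the correlations were r = 0.983 and 0.973 for LECT2 and GAL2 (exact permutation p = 0.00833 for each), r = 0.961 and 0.981 for LECT2 and GAL1, and r = 0.991 and 0.92 for GAL2 and GAL1 (exact permutation p = 0.0167 for each). Between 0.8 and 1.2% Ca the list had a median of 1.37 (adjusted p = 0.0107 by camera, and adjusted p = 0.244 with an estimated correlation), and missed the threshold without replicate 4 at 0.8% Ca (adjusted p = 0.0798, range over the alternatives 0.000447 to 0.244) and without replicate 3 at 1.2% Ca (adjusted p = 0.0723).

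With the real grouping included, as many genes were called by the likelihood ratio test in 14 of 100 groupings of the libraries for the slope (35 real, highest other 716), 5 of 35 between 0.8 and 1.0% Ca (22, highest other 301), 22 of 35 between 1.0 and 1.2% Ca (3, highest other 168) and 70 of 100 for the departure (3, highest other 563), so chance cannot be excluded. Between 0.8 and 1.2% Ca it was 3 of 10 (19, highest other 22), too few groupings to tell. A quasi-likelihood count of 0 is reached by any grouping, so all 100, 35, 10, 35 and 100 groupings reach it and this tests nothing, in the order slope, 0.8 and 1.0%, 0.8 and 1.2%, 1.0 and 1.2% Ca, and departure, with highest others of 327, 0, 0, 11 and 294. Groupings that called several times the real count by the likelihood ratio test, with 716 for the slope, 301 between 0.8 and 1.0% Ca, 168 between 1.0 and 1.2% Ca and 563 for the departure, point to a structure of the samples other than Ca intake. The slope groupings with 716, 660, 374, 298, 228 and 150 calls, and that with 301, put replicate 1 at 0.8% Ca and replicate 3 at 1.0% Ca in the same group. Other slope groupings with both birds in the same group called as few as 0. These birds had the lowest alignment rates, 94.77% and 92.96% by the paper's Table 2. Whether they make the structure was not tested.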
